# Identifying putative substrates of Calpain-15 in neurodevelopment

**DOI:** 10.1371/journal.pone.0319489

**Published:** 2025-04-16

**Authors:** Congyao Zha, Ally Huang, Senthilkumar Kailasam, Daniel Young, Antoine Dufour, Wayne S. Sossin

## Abstract

Calpain 15 (CAPN15) is an intracellular cysteine protease belonging to the non-classical small optic lobe (SOL) family of calpains, which has an important role in developmental processes. Loss of *Capn15* in mice leads to developmental eye anomalies and volumetric changes in the brain. Human individuals with biallelic variants in *CAPN15* have developmental delay, neurodevelopmental disorders, as well as congenital malformations, including eye anomalies. However, the substrates of Capn15 are still unidentified. Here, using *Capn15* KO P2 mice of both sexes, we have used RNA sequencing (RNA-SEQ), proteomics, and N-terminomics/terminal amino isotopic labelling of substrates (TAILS), to examine putative substrates of Capn15. There were few changes in the transcriptome profile, and we could not verify a protein change in one selected mRNA between *Capn15*^*-/-*^ and WT mice, although a putative transcription factor linked to these changes, Pax2, did show a significant increase after the loss of Capn15. TAILS revealed a preference for cleavage at basic residues, and while no hits showed a significant change in cleavage, some were more abundant when Capn15 was removed. These included Doublecortin and Tubb3, and the Doublecortin predicted cleavage was at a lysine residue. Cleavages at lysine residues were enriched in peptides that were lost or reduced when Capn15 was removed, but not in cleavages that were unchanged when Capn15 was removed.

## Introduction

Calpains are intracellular cysteine proteases and consist of four conserved families:. Classical, PalB Transformer and Small Optic Lobe (SOL). The SOL family is defined by N-terminal zinc fingers and a C-terminal SOL domain [1]. Here we focus on the sole SOL calpain in mammals, Capn15. The N-terminal zinc fingers of SOL calpain binds polyubiquitin [2] but binding partner of C-terminal SOL homology domain have not been identified [1,3]. This family was first identified in the fruit fly *Drosophila* [4,5] where loss of the SOL calpain leads to smaller optic lobes [5]. Recently, we found that removal of Capn15 in rodents leads to a smaller mendelian ratio, lighter weights, and neurodevelopmental issues including smaller brains and eye anomalies [6,7]. Humans carrying homozygous variants of *CAPN15* also exhibited a variety of neurodevelopmental disorders [7–10].

In the adult mouse, loss of Capn15 in forebrain excitatory neurons leads to some behavioral deficits including decreased fear generalization [11]. In *Aplysia*, dominant negative forms of SOL calpain block formation of non-associative forms of plasticity [12,13]. While these results suggest some role for Capn15 in adult plasticity, Capn15 is expressed at much higher levels during early neuronal development than in the adult [7] and here, we solely examine targets of Capn15 during neurodevelopment.

Calpains can regulate transcription through transcription factors both directly and indirectly during development [14–17]. Thus, we examined whether there were changes in transcription using RNA-SEQ. We found that the levels of two transcription factors linked to changes seen during RNA-SEQ, Pax2 and Pax 5 are significantly increased in Capn15 KO. N-terminomics/TAILS is a technique to examine differences in internal N-terminal sequences and has been used to identify substrates (targets) of numerous proteases [18,19]. The TAILS protocol also allows evaluation of proteomic changes regardless of cleavage products. We have used all of these to identify Capn15 targets comparing KO animals to the phenotypically normal heterozygotes. Putative targets were identified and we attempted verification by immunoblotting. We identified a number of proteins whose levels were increased after loss of Capn15, but we found no evidence for the loss of any cleavage product by immunoblotting for any of the putative targets examined.

## Materials and methods

### Animals

All animal experiments were carried out in compliance with protocols approved by the Montreal Neurologic Institute animal committee (Protocol MNI-5784). Adult mice were anesthetized with Isoflurane and CO2 followed by sacrifice with cervical dislocation. Neonates were sacrificed by decapitation. C57BL/6J mice were used to generate our mouse lines. The generation of the *Capn15*^*(lacZ-Neo)*^ mouse and the FLOXed Capn15 mouse has been described elsewhere [7].

### RNA sequencing

Brains were isolated from P2 animals and stored at −80 °C.14 Frozen brains from 6 litters (7 WT and 7KO) were used for RNASEQ. RNA library construction, sequencing and bioinformatics analysis were performed by the McGill University and Genome Quebec Innovation Centre. rRNA depletion was performed on 200–400 ng of each total RNA sample with the RiboZeroGold (Illumina, San Diego, CA, USA) as per the manufacturer’s instructions. The entire rRNA depleted fraction (ranging 4–22 ng) was used as input for library preparation using the ScriptSeq V2 library preparation kit (Illumina, San Diego, CA, USA). All libraries were validated and quantified with the Bioanalyzer DNA 1000 assay (Agilent Technologies, Inc., CA, USA) and further quantified with the Qubit DNA Broad Range assay (Life Technologies, Carlsbad, CA, USA). 10 μL of each library were diluted to a concentration of 10 nM. Equal volumes of each 10 nM library were then pooled for subsequent paired-end sequencing on an Illumina HiSeq 2000/2500 (Illumina, San Diego, CA, USA). Sequencing was performed with 4 samples per lane, hence generating 62–106 million paired end reads per library. Base calls were made using the Illumina CASAVA pipeline. Base quality was encoded in phred 33.

Sequence alignment and quantification of gene expression were carried out using an internally developed RNA-Seq analytical pipeline [20].Reads were trimmed from the 3′ end to have a phred score of at least 30. Trimming was done with the Trimmomatic software [21]. The filtered reads were aligned to a reference genome GRCm38. The alignment was done with STAR 2.7.8 software [22]. Reads association with annotated gene regions was done using the HTseq-count tool v0.11.1 [23]. Differential expression analysis was performed with edgeR Bioconductor package [24]. Gene ontology (GO) and Kyoto Encyclopedia of Genes and Genomes (KEGG) enrichment analyses was implemented using the clusterProfiler package [25]. All RNA-SEQ data is available at the GEO database. Geo submission ID is GSE287980

### N-terminomics/terminal isotopic labeling of substrates (TAILS) and shotgun proteomics

Brains were harvested from P2 *Capn15*^*+/-*^ (CAPN15 het) and *Capn15*^*-/-*^ (CAPN15 KO) mice (n = 5) and homogenized. Brain homogenate from both *Capn15* het and KO mice were treated with 6M guanidine HCl (pH 8.0) and subjected to an N-terminomics/TAILS and shotgun proteomics workflow [26,27]. Samples were reduced with 5 mM DTT (Gold Biotechnology, St-Louis, MO) at 37 °C for 1 h and alkylated with 15 mM IAA (GE Healthcare, Mississauga, ON) in the dark at room temperature for 30 min followed by quenching with 15 mM DTT. The pH was adjusted to 6.5 before the samples were isotopically labelled with either a final concentration of 40 mM deuterated heavy formaldehyde (^13 CD^_2_O) or 40mM light formaldehyde (^12^CH_2_O) in presence of 40 mM sodium cyanoborohydride overnight at 37 °C. Next, samples were combined and were precipitated using acetone/methanol (8:1). The resulting pellet was resuspended in 1M NaOH and the proteins were subjected to trypsin (Promega, Madison, WI) digestion overnight at 37 °C. For pre-enrichment TAILS (pre-TAILS)/shotgun proteomics, 10% of the trypsin-digested samples were collected and the pH was adjusted to 3 with 100% formic acid. The rest of the samples were adjusted to a pH of 6.5 and incubated with a 3-fold excess (w/w) of dendritic polyglycerol aldehyde polymer overnight at 37 °C. Unbound peptides from the polymer-bound peptides were filtered out by centrifugal filter unit with 10-kDa cut-off membrane (Amicon Ultra, Millipore) at 10,000 *g* for 5 min. The flow through was collected and the Amicon columns were washed with 100mMTris-HCl, pH 6.5. The pH of the samples was adjusted to 3 with 100% Formic acid. Both pre-TAILS and TAILS samples were then desalted using Sep-Pak C18 columns and lyophilized before submitting for LC-MS/MS analysis to the Southern Alberta Mass Spectrometry core facility, University of Calgary, Canada.

### High-performance liquid chromatography (HPLC) and mass spectrometry

All liquid chromatography and mass spectrometry experiment were carried out by the Southern Alberta Mass Spectrometry core facility at the University of Calgary, Canada. Analysis was performed on an Orbitrap Fusion Lumos Tribrid mass spectrometer (Thermo Fisher Scientific, Mississauga, ON) operated with Xcalibur (version 4.0.21.10) and coupled to a Thermo Scientific Easy-nLC (nanoflow Liquid Chromatography) 1,200 system. Tryptic peptides (2 μg) were loaded onto a C18 trap (75 μm× 2 cm; Acclaim PepMap 100, P/N 164946; ThermoFisher Scientific) at a flow rate of 2 μL/min of solvent A (0.1% formic acid and 3% acetonitrile in LC-mass spectrometry grade water). Peptides were eluted using a 120 min gradient from 5 to 40% (5% to 28% in 105min followed by an increase to 40% B in 15min) of solvent B (0.1% formic acid in 80% LC-mass spectrometry grade acetonitrile) at a flow rate of 0.3% μL/min and separated on a C18 analytical column (75 μm× 50 cm; PepMap RSLC C18; P/N ES803; Thermo Fisher Scientific). Peptides were then eletrosprayed using 2.3 kV into the ion transfer tube (300 °C) of the Orbitrap Lumos operating in positive mode. The Orbitrap first performed a fullmass spectrometry scan at a resolution of 120, 000 FWHM to detect the precursor ion having a mass-to-charge ratio (m/z) between 375 and 1,575 and a +2 to +4 charge. The Orbitrap AGC (Auto Gain Control) and the maximum injection time were set at 4 × 10^5^ and 50 ms, respectively. The Orbitrap was operated using the top speed mode with a 3 s cycle time for precursor selection. The most intense precursor ions presenting a peptidic isotopic profile and having an intensity threshold of at least 2 × 104 were isolated using the quadrupole (isolation window of m/z 0.7) and fragmented with HCD (38% collision energy) in the ion routing Multipole. The fragment ions (MS2) were analyzed in the Orbitrap at a resolution of 15,000. The AGC, the maximum injection time and the first mass were set at 1 × 10^5^, 105 ms, and 100ms, respectively. Dynamic exclusion was enabled for 45 s to avoid of the acquisition of the same precursor ion having a similar m/z (±10 ppm).

### Proteomic data and bioinformatic analysis

Spectral data were matched to peptide sequences in the mouse UniProt protein database using the MaxQuant software package v.1.6.0.1, peptide-spectrum match false discovery rate (FDR) of <0.01 for the shotgun proteomics data and <0.05 for the N-terminomics/TAILS data. Search parameters included a mass tolerance of 20 p.p.m. for the parent ion, 0.05 Da for the fragment ion, carbamidomethylation of cysteine residues (+57.021464), variable N-terminal modification by acetylation (+42.010565 Da), and variable methionine oxidation (+15.994915 Da). For the shotgun proteomics data, cleavage site specificity was set to Trypsin/P (search for free N-terminus and only for lysines), with up to two missed cleavages allowed. For the N-terminomics/TAILS data, the cleavage site specificity was set to semi-ArgC (search for free N-terminus) for the TAILS data and was set to ArgC for the preTAILS data, with up to two missed cleavages allowed. Significant outlier cut-off values were determined after log(2) transformation by boxplot-and-whiskers analysis using the BoxPlotR tool. Database searches were limited to a maximal length of 40 residues per peptide. Peptide sequences matching reverse or contaminant entries were removed.

Uniprot, TopFINDer [28], and Icelogo [29] are used to interpret and analyse data from proteomics. All proteomic data is available at the PRoteomics IDEntifications database (PRIDE), **Project accession:** PXD060034.

### Power analysis

We used the standard deviation of control heterozygote immunoblots. Based on this standard deviation of 0.66 and a power analysis using the variance of α = 0.05 and power of 80%, an n of 14 was selected. This n was used for all experiments, although occasionally for technical reasons, the n was 13 (see Figure legends).

### Immunoblotting

Brains were harvested from P2 mice and homogenized manually in lysis buffer containing 25 mM Tris-HCl (pH 7.4), 150 mM NaCl, 6 mM MgCl_2_, 2 mM EDTA, 1.25% NP-40, 0.125% SDS, 25 mM NaF, 2 mM Na_4_P_2_O_7_, 1 mM dithiothreitol (DTT), 1 mM phenylmethylsulfonyl fluoride (PMSF), 20 mg/ml leupeptin, and 4 mg/ml aprotinin. Before loading, 5X sample buffer was added to the lysate and samples were incubated at 95^o^C for 5min. Proteins were resolved by SDS-PAGE on Bis-Tris gel and transferred to nitrocellulose membrane (Bio-Rad). The blots were blocked in TBST (TBS + 0.1% Tween) containing 5% skim milk for 30 min at room temperature and then incubated with primary antibodies at either room temperature for 1 hr or 4°C overnight. After washing 3 times with TBST, the blots were incubated with HRP-conjugated secondary antibodies for 1 h at room temperature and washed again 3 times in TBST. The Western Lightning Plus- ECL kit (NEL103001EA; PerkinElmer LLC Waltham, MA USA) was used as per manufacturer’s instructions to detect protein bands.

In most cases, we chose antibodies for which there were published evidence for loss of immunoreactivity in immunoblotting after knock out. For the primary antibody, we used rabbit polyclonal antibody directed against autotaxin Enpp2 (Proteintech #14243–1-AP, 1:1000); rabbit polyclonal antibody directed against Smarca4/Brg1 (Abcam #110641, 1:1000) [30]; rabbit polyclonal antibody directed against Pax2 (Abcam #79389, 1:1000); rabbit-monoclonal antibody against Pax 5 (Cell signalling technology #12709, 1:250 [31]mouse monoclonal antibody against Runx2 (gift from Stefano Stifani); rabbit polyclonal antibody directed against Dhx9 (Proteintech #17721–1-AP, 1:1000) [32]; rabbit polyclonal antibody directed against Rbfox2 (Sigma-Aldrich HPA006240, 1:500) [33]; rabbit polyclonal antibody directed against Ctnnb1 (Proteintech #51067–2-AP, 1:1000) [34]; rabbit polyclonal antibody directed against Tubb3 (ABclonal #A17074, 1:1000); rabbit polyclonal antibody directed against eEF2 (Cell signalling technology #2332S, 1:1000); rabbit polyclonal antibody directed against Crmp1 (Abcam #199722, 1:1000) [35]; rabbit polyclonal antibody directed against histone H2A (Cell signalling technology #2578, 1:250); rabbit polyclonal antibody directed against histone H4 (Abcam #10158, 1:750); mouse monoclonal antibody directly against Dcx (Santa Cruz sc-271390, 1:500) [36]. The secondary antibody was horseradish peroxidase-conjugated goat anti-rabbit/mouse secondary antibody (1:5000). Antibodies were diluted in Tris buffered saline with Tween containing 5% skim milk powder. All immunoblots can be viewed in S1 Supplemental Data.

### Quantification of immunoblots

Immunoblots were scanned and imaged using the public domain Image J program developed at the U.S. National Institute of Health (https://imagej.nih.gov/ij/). We calibrated our data with the uncalibrated optical density feature of NIH image, which transforms the data using the formula $\log_{10}\left[\frac{225}{225-x}\right]$ , where x is the pixel value (0–254). We used the Ponceau imagefor each gel to normalize the amount of protein of interest. For each gel, we divided all values by the average of the normalized values to be able to compare data across multiple gels. Data were analysed with Students t-test.

## Results

For all experiments, we used P2 brains, as Capn15 is widely distributed in the brain during this period of development [7]. We first investigated genes that are differentially expressed between the Capn15 KO and the control using RNA-SEQ (S2 supplemental data). 

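RNA-SEQ measures how many sequenced fragments of RNA come from each gene. Brains of 7 WT and 7 Capn15 KO mice were taken at postnatal day 2 (P2) from 6 litters. The RNA was depleted of ribosomal RNA before the libraries were made. The paper's methods name the ScriptSeq kit and an Illumina HiSeq instrument, while the labels of the deposited data name a stranded TruSeq kit and a NovaSeq instrument and give neurons as the cell type. The paper reports between 62000000 and 106000000 paired end reads per library. The authors trimmed the reads with Trimmomatic to a phred score of at least 30, aligned them to the mouse genome GRCm38 with STAR 2.7.8 and assigned them to annotated genes with HTSeq-count 0.11.1. They deposited the resulting counts for 17927 genes, not normalized, with 1 column per brain. The paper's text does not name the annotation release, the strand setting of the counting or the rule by which genes were filtered. The values used here are these counts, so depth means reads counted on genes. The WT libraries held between 39937477 and 57422382 counts, with a median of 43181055, and the Capn15 KO libraries held between 37620954 and 70910163 counts, with a median of 50059045. A gene with 3 counts in the smallest library was at 0.0797 CPM (counts of a gene scaled to a library of 1000000 counts), which is the smallest level that this depth can show there. The column names give the litter and the sex of each brain. Of the WT brains 2 were female and 5 were male, and of the Capn15 KO brains 4 were female and 3 were male. WT and Capn15 KO libraries with the same replicate number came from the same litter. Replicates 2 and 3 were both of litter B, so their pairing rests on the numbers alone, and the 7 pairs are of 6 litters. In replicates 1 to 6 the brains of such a pair were of opposite sex, and in replicate 7 both were male.
The counts were scaled with edgeR's TMM factors, and litter and sex entered the model with genotype. Each gene was tested with edgeR's quasi-likelihood test over all 14 libraries, without a filter on low counts, and p-values were adjusted with the Benjamini-Hochberg method to give an FDR. The choices that could change the numbers are the test, the covariates and the libraries that enter the fit. The S2 supplemental data list 13 of the 14 libraries and do not list Capn15 KO replicate 7, for which the paper gives no reason, while the legend of Fig 1 gives 7 mice of each genotype. Values over all 14 libraries are given first here, and for some results values over those 13 beside them. After the mean of each genotype was subtracted, libraries with the same replicate number had a mean correlation of 0.120 across 15250 genes, with single pairs between -0.46 and 0.45, while libraries of different litters had a mean correlation of -0.039.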

When sex and litter were included as variables, there were 38 mRNAs with significant changes in abundance with a differential gene expression (DGE) analysis and FDR cut off of 0.05 (Fig 1A; Table 1). 

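Capn15 (ENSMUSG00000037326) lies on chromosome 17 of GRCm38 from 25958364 to 25985796 on the minus strand. Its longest transcript in GENCODE M21 has 12 exons, and 2 genes on the other strand, D630044L22Rik and Gm26694, overlap it, so that its count is uncertain if the counting ignored strand. Capn15 was at 25.4 ± 3.07 CPM (SD, n = 7) in WT and at 14.5 ± 2.67 CPM (SD, n = 7) in Capn15 KO brains. The mean log2 CPM differed by -0.82 (two-sided exact permutation test, p = 0.00117, n = 7 and 7). WT replicates 1 to 6 lay between 25 and 27.3 CPM and Capn15 KO replicates 1 to 6 between 12.2 and 14.5 CPM. In litter F the library labelled WT replicate 7 was at 18.7 CPM and the library labelled Capn15 KO replicate 7 at 20.2 CPM, so that Capn15 was lower in the Capn15 KO library in 6 of the 7 pairs. Without the library labelled Capn15 KO replicate 7, the Capn15 KO brains were at 13.5 ± 1.03 CPM (SD, n = 6).

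**Figure D1:**
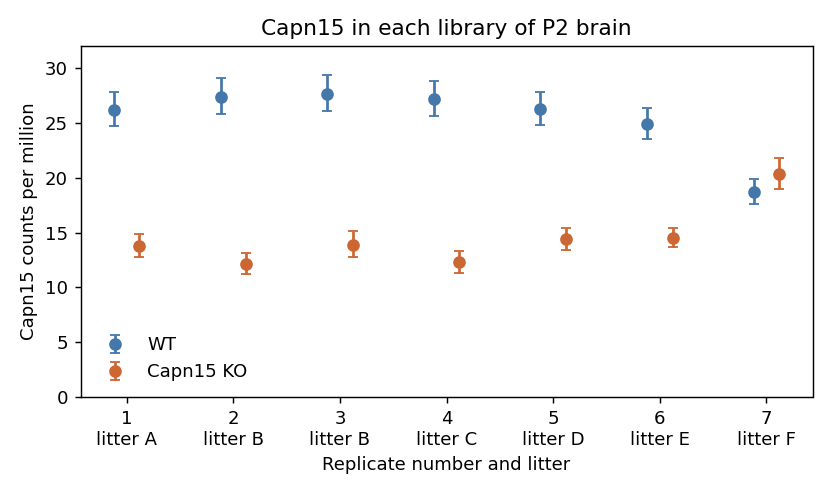
Capn15 CPM from each library's total count, without TMM factors (y axis) by replicate number and litter (x axis), with WT in blue and Capn15 KO in orange. Error bars are 95% Wilson intervals and cover counting error only. In replicates 1 to 6 the Capn15 KO library lies below the WT library, and in replicate 7 the intervals of the libraries overlap, at 18.7 for WT and 20.3 for Capn15 KO.

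With litter and sex in the model, the log2 fold change of Capn15 over the 14 libraries was -0.81 (standard error 0.118, FDR = 0.0747 from edgeR's quasi-likelihood test), and over the 13 libraries of the S2 supplemental data it was -0.98 (standard error 0.0571, FDR = 1.54e-06 from the same test). The direction rests on the labels, which the litter F pair goes against. Over the 14 libraries 1 of 17927 genes had an FDR under 0.05, and 922 had an unadjusted p under 0.05. Chance alone gives a share of 0.05 of the 17927 genes, and 922 is close to that share. The gene with an FDR under 0.05 was Ptgds (ENSMUSG00000015090, chromosome 2, 25466709 to 25470046, 5 exons), which encodes prostaglandin D2 synthase. Ptgds was at 334 ± 37.5 CPM (SD, n = 7) in WT and at 262 ± 35.7 CPM (SD, n = 7) in Capn15 KO brains. Its log2 fold change was -0.38 (standard error 0.0488, FDR = 0.0398), and it was lower in the Capn15 KO library in 7 of 7 pairs. With the replicate number as a block in place of litter, 0 genes had an FDR under 0.05 and 811 had an unadjusted p under 0.05, and the FDR of Ptgds was 0.0824. Over the 13 libraries the quasi-likelihood test called 7 genes. edgeR's likelihood ratio test called 34 genes over the 14 libraries. Of the 48 settings fitted, the one that moved the count most, chosen after the values were seen and compared with Table 1, was the likelihood ratio test over the 13 libraries, which called 38 genes. The paper's hypothesis was that such changes lie downstream of a transcription factor regulated by Capn15, and its search with LISA took the list of differential mRNAs as input.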

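The genes of Table 1 were compared between genotypes with litter and sex in the model. All 38 had the sign that Table 1 gives them, 30 lower and 8 higher in Capn15 KO, over the 14 libraries. For 37 of them each log2 fold change is shown. These lay between -0.91 (Hoxa6) and -0.18 (Lynx1) among the lower genes and between 0.17 (Sobp) and 0.86 (Isg15) among the higher genes. With single libraries left out, Hoxa6 lay from -1.28 to -0.42 and Lynx1 from -0.20 to -0.13. Sobp then lay from 0.14 to 0.19 and Isg15 from 0.71 to 1.01. At an FDR under 0.05, edgeR's quasi-likelihood test called 1 of the 38 when p-values were adjusted over all genes and 36 when they were adjusted over the 38 alone. The 38 are the paper's own calls on these brains, so the second number says nothing on their stability. The likelihood ratio test called 22 of the 38 over the 14 libraries, and DESeq2 called 11. In single pairs of WT and Capn15 KO libraries, 15 of the 38 genes kept their direction in 7 of 7 pairs, 13 of them lower and 2 higher, and 4 kept it in 3 or fewer. Log2 CPM without covariates differed in 24 of the 38 with an unadjusted p under 0.05 in a two-sided exact permutation test of 7 against 7 libraries, and in the other 14 it did not. This test ignores litter. In an exact sign-flip test on the 7 pairs, chosen after the values were seen, 27 of the 38 had an unadjusted p under 0.05, among them 5 of these 14 (Nefh, Lynx1, Col8a2, Gpc3 and St8sia2), while 2 of the 24 did not. Nefh, Col8a2 and Gpc3 were lower in 7 of 7 pairs. With litter and sex in the model, 12 of the 14 had an unadjusted p under 0.05 in the quasi-likelihood test.
Among the higher genes, Irgm1 (ENSMUSG00000046879, chromosome 11, 48861968 to 48871683) was at 4.31 ± 0.456 CPM (SD, n = 7) in WT and at 5.69 ± 0.706 CPM (SD, n = 7) in Capn15 KO brains, higher in 7 of 7 pairs (exact permutation test, p = 0.00291). Ttr (ENSMUSG00000061808, chromosome 18, 20665280 to 20674321), which encodes transthyretin and is one of the choroid plexus markers that were lower as a set in Capn15 KO, fell from 846 ± 74.1 to 680 ± 84.2 CPM (SD, n = 7 each), lower in 7 of 7 pairs (exact permutation test, p = 0.0035). Hoxa6 (ENSMUSG00000043219, chromosome 6, 52206288 to 52208722), which overlaps Hoxa3 on the same strand, was at 0.579 ± 0.217 CPM in WT and at 0.525 ± 0.363 CPM (SD, n = 7 each) in Capn15 KO brains, a difference smaller than the spread between replicates (exact permutation test, p = 0.503), and was lower in 3 of 7 pairs. Over the libraries without Capn15 KO replicates 4 and 7 the likelihood ratio test called 0 of the 3 Hox genes of Table 1. There it called 9 of all 38 genes of Table 1. Serpinb1b was lower in 2 of 7 pairs (exact permutation test, p = 0.555), and Prrxl1 in 3 of 7 (p = 0.795). The log2 fold change of Prrxl1 was -0.31 with litter and sex in the model and 0.0041 with genotype alone, which reverses its direction. Of the genes of Table 1 it was the only one whose direction changed in any of the 48 settings fitted.

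**Figure D2:**
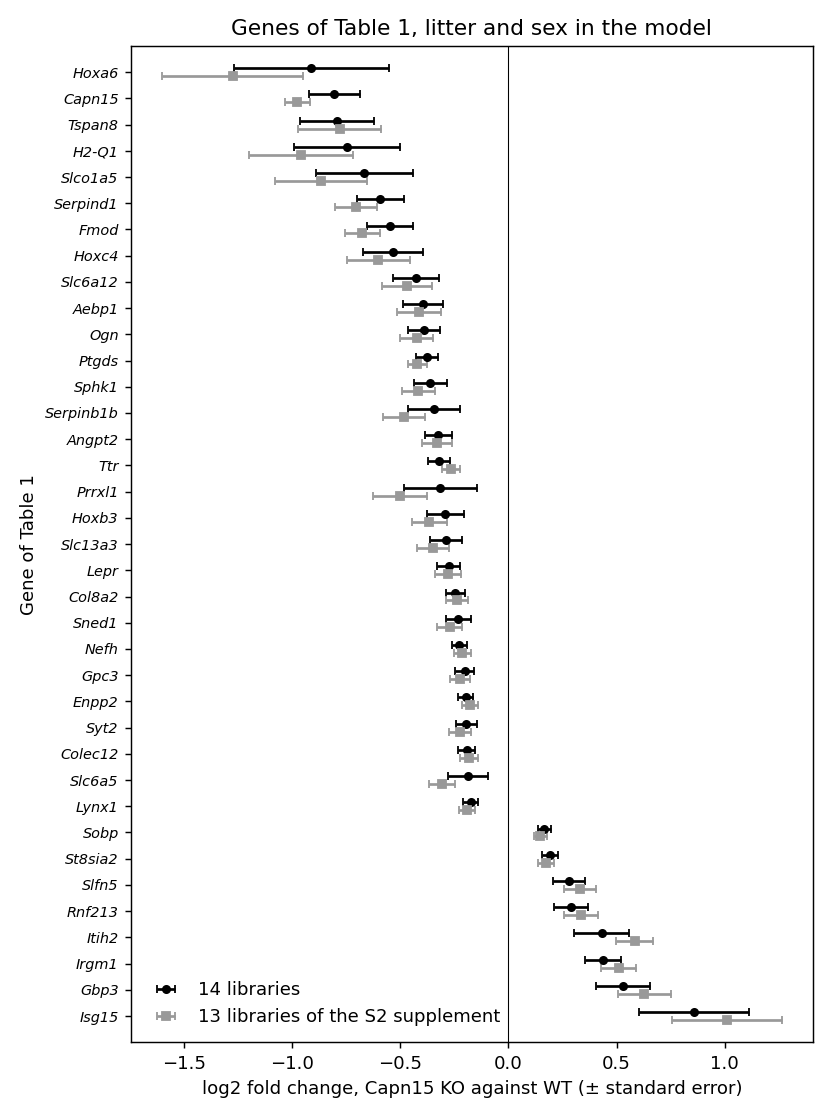
Log2 fold change of Capn15 KO against WT (x axis) for 37 genes of Table 1 (y axis), with litter and sex in the model. Black circles are all 14 libraries and grey squares the 13 libraries of the S2 supplemental data, with bars of ± 1 standard error. 29 genes lie left of 0 and 8 right of 0 in both.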

30 of the 38 mRNAs showed downregulation in the absence of Capn15 (Fig 1A; Table 1). Go analysis showed a preference for mRNAs with the collagen-containing extracellular matrix (Table 2). 

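The term lists behind the gene ontology analysis were not used here. In their place a list of genes for collagens and for glycoproteins and proteoglycans of the extracellular matrix, fixed before the data were examined, was counted among the genes lower in Capn15 KO, with all 17927 tested genes as the background. Over the 14 libraries the single lower gene, Ptgds, was not in the list (0 of 1, one-sided Fisher's exact test, p = 1), and a single gene says nothing for or against a preference. With edgeR's likelihood ratio test over the same libraries, 5 of 26 lower genes were in the list (Aebp1, Col8a2, Fbln5, Fmod and Ogn), where 0.309 were expected (Fisher's exact test, p = 1.21e-05). With DESeq2 it was 1 of 10 (Ogn, Fisher's exact test, p = 0.113). Over the 13 libraries of the S2 supplemental data the likelihood ratio test, chosen after the values were seen, had 5 of 30 (Aebp1, Col8a2, Fmod, Ogn and Sned1), where 0.356 were expected (Fisher's exact test, p = 2.53e-05). Genes of one tissue are not independent draws, and these p-values take them as such.
Fmod (ENSMUSG00000041559, chromosome 1, 134037254 to 134048277), which encodes fibromodulin, was at 16.1 ± 2.33 CPM in WT and at 11.4 ± 2.88 CPM in Capn15 KO brains (SD, n = 7 each), lower in 6 of 7 pairs. Ogn (ENSMUSG00000021390, chromosome 13, 49608046 to 49624501), which encodes osteoglycin, was at 20.6 ± 2.92 and 15.9 ± 2.61 CPM (SD, n = 7 each), lower in 7 of 7 pairs. Cenpp overlaps Ogn on the other strand. Averaged over the listed genes, log2 CPM was 3.63 ± 0.044 (SD, n = 7) in WT and 3.60 ± 0.021 (SD, n = 7) in Capn15 KO brains. The difference of -0.032 did not exceed the spread between replicates (two-sided exact permutation test, p = 0.108, or 0.135 after adjustment over 5 gene sets). It was lower in 5 of 7 pairs (exact sign-flip test on the pairs as a replicate block, p = 0.172). Without the genes of Table 1 the difference was -0.025 (exact permutation test, p = 0.171). Across the 14 libraries matrix genes varied with markers of the leptomeninges (Pearson's r = 0.573, permutation test, p = 0.0329; Spearman's rho = 0.481, p = 0.0841), a relation that rests on the 2 libraries farthest from the median (r = 0.233 without them).

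**Figure D3:**
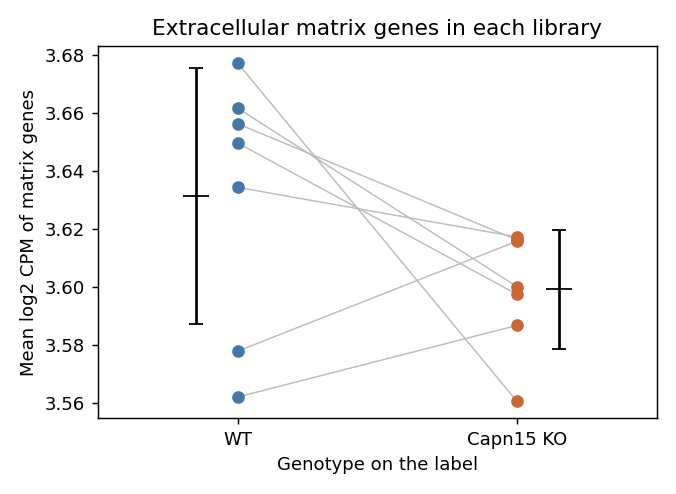
Mean log2 CPM of the listed extracellular matrix genes (y axis) in each WT and Capn15 KO library (x axis). Grey lines join libraries with the same replicate number, and bars are the mean ± SD. The line falls in 5 of 7 pairs.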

We examined the protein levels of one putative extracellular matrix target but did not see a significant change in the protein levels of Enpp2 in P2 brains (Fig 1B). Since our hypothesis was that changes in RNA-SEQ would be downstream of Capn15 regulation of a transcription factor, we analyzed putative transcription factors that could regulate the list of differential mRNAs with LISA analysis [37]. We tested four of the hits from this screen (S1 ExtendedData Table, S2 Extended Data Table): Pax2, which is known to be a target for mutations that cause similar ocular and kidney phenotypes as the loss of Capn15 [38,39], Pax5, where haploinsufficiencies cause neurodevelopmental disorders [40], Runx2, a transcription factor implicated in bone development also may play a role in developmental patterning [41]and Smarca4, a component of the mammalian SWI/SNF complex linked to neurodevelopmental disorders such as Coffin Sirius syndrome [42] and eye development [43]. Smarca4, also known as Brg1 is also a putative target for Capn15 cleavage as identified by TAILS (see below). Pax2, Pax5 and Smarca4 all showed increases after loss of Capn 15 (Fig 1C,D,F), and the changes in Pax2 and Pax 5 were significant (Fig. 1D,F). No change was seen with Rnx2 (Fig. 1E). However, we did not detect the loss of any cleavage product of Pax2, Pax 5 or Smarca4 when Capn15 was removed (Fig 1C, D, F).

**Table 1:** Genes that are differentially expressed between the two genotypes. Only genes with an FDR < 0.05 are shown.. n = 7 for wild type mice; n = 7 for *Capn15*^*-/-*^ mice.

Gene	Symbol	logFC	PValue	FDR
mRNA that are decreased after loss of Capn15				
ENSMUSG00000037326	Capn15	−1.953606232	5.75E-57	1.03E-52
ENSMUSG00000015090	Ptgds	−0.84268692	2.16E-17	1.94E-13
ENSMUSG00000041559	Fmod	−1.350556038	1.64E-15	9.82E-12
ENSMUSG00000022766	Serpind1	−1.410852074	5.01E-12	2.25E-08
ENSMUSG00000061808	Ttr	−0.533154023	2.94E-08	7.54E-05
ENSMUSG00000021390	Ogn	−0.850261686	1.50E-07	0.000335327
ENSMUSG00000061878	Sphk1	−0.834302332	5.83E-07	0.001161821
ENSMUSG00000020396	Nefh	−0.426022557	8.20E-07	0.001430341
ENSMUSG00000039728	Slc6a5	−0.614104298	1.29E-06	0.001933069
ENSMUSG00000051029	Serpinb1b	−0.964822695	1.57E-06	0.00216715
ENSMUSG00000026602	Nphs2	−2.434508879	2.03E-06	0.00259384
ENSMUSG00000022594	Lynx1	−0.381198864	2.96E-06	0.003535547
ENSMUSG00000018459	Slc13a3	−0.702204636	4.60E-06	0.005148769
ENSMUSG00000047793	Sned1	−0.544800447	1.37E-05	0.014489881
ENSMUSG00000043219	Hoxa6	−2.560691072	1.58E-05	0.015212403
ENSMUSG00000022425	Enpp2	−0.356617181	1.61E-05	0.015212403
ENSMUSG00000031465	Angpt2	−0.661954272	1.81E-05	0.015409639
ENSMUSG00000056174	Col8a2	−0.477024803	1.80E-05	0.015409639
ENSMUSG00000048763	Hoxb3	−0.732277094	2.04E-05	0.016166659
ENSMUSG00000057722	Lepr	−0.558463687	2.16E-05	0.016166659
ENSMUSG00000055653	Gpc3	−0.446850614	2.13E-05	0.016166659
ENSMUSG00000079507	H2-Q1	−1.920342171	3.33E-05	0.02363722
ENSMUSG00000075394	Hoxc4	−1.238266487	3.43E-05	0.02363722
ENSMUSG00000026452	Syt2	−0.449676763	3.97E-05	0.024542064
ENSMUSG00000063975	Slco1a5	−1.742101675	5.87E-05	0.033323136
ENSMUSG00000020473	Aebp1	−0.828624655	6.01E-05	0.033323136
ENSMUSG00000041730	Prrxl1	−1.011258456	6.87E-05	0.035204165
ENSMUSG00000036103	Colec12	−0.364520291	7.70E-05	0.038329617
ENSMUSG00000034127	Tspan8	−1.559870458	8.04E-05	0.038938368
ENSMUSG00000030109	Slc6a12	−0.938801723	0.000102585	0.048395798
mRNA that are increased after loss of Capn15				
ENSMUSG00000037254	Itih2	1.165397453	1.33E-10	4.76E-07
ENSMUSG00000046879	Irgm1	1.020479243	3.16E-09	9.43E-06
ENSMUSG00000028268	Gbp3	1.249754677	8.78E-07	0.001430341
ENSMUSG00000038248	Sobp	0.294853526	3.97E-05	0.024542064
ENSMUSG00000054404	Slfn5	0.663319615	3.80E-05	0.024542064
ENSMUSG00000025789	St8sia2	0.346045685	6.05E-05	0.033323136
ENSMUSG00000070327	Rnf213	0.664903424	6.13E-05	0.033323136
ENSMUSG00000035692	Isg15	2.021065991	6.53E-05	0.034443524

**Table 2:** Gene Ontology (GO) analysis of genes that are downregulated in the *Capn15*^*-/-*^ mice.

	Mus musculus	Genes downregulated					
GO cellular component complete	#	#	expected	Fold Enrichment	+/-	raw P value	FDR
Collagen-containing extracellular matrix	396	7	.68	10.23	+	4.55E-06	2.27E-03
extracellular matrix	522	8	.90	8.87	+	2.50E-06	4.98E-03
external encapsulating structure	524	8	.91	8.83	+	2.57E-06	2.56E-03
extracellular region	2621	16	4.53	3.53	+	2.67E-06	1.77E-03

**Fig 1:**
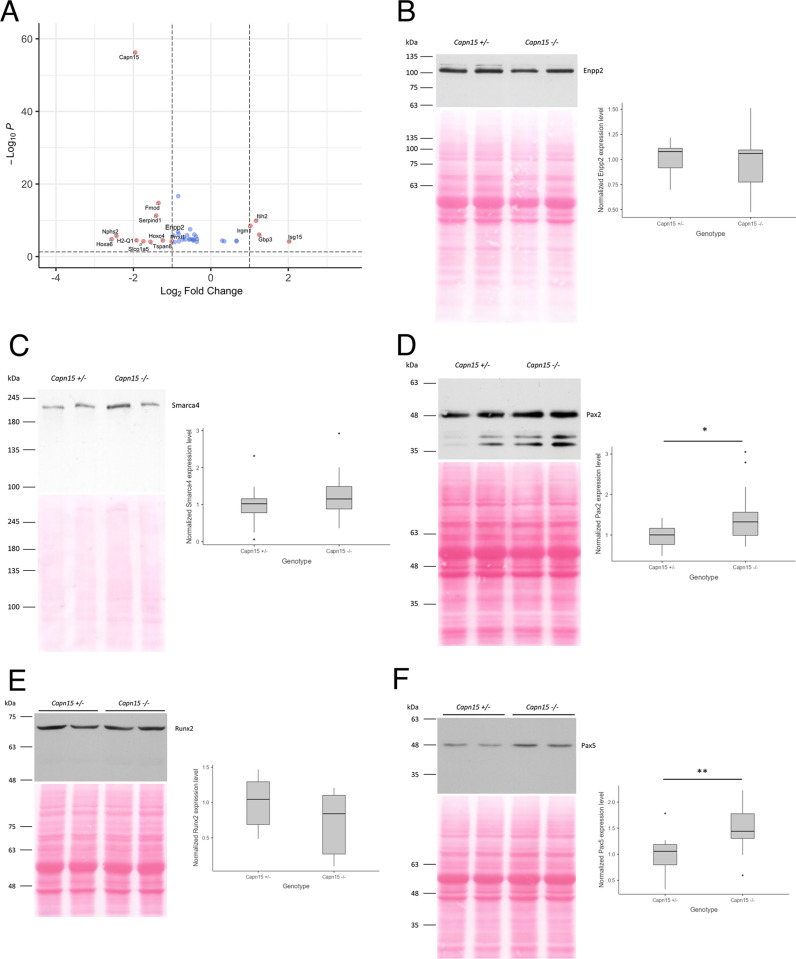
Verification of RNASEQ targets with western blots. (A) Volcano plot showing fold changes (x axis) and false discover rate (Y axis). Red circles Top, genes that are differentially expressed between the two genotypes. Only genes with an FDR < 0.05 are shown (blue circles). Genes that in addition have a fold change >2 are circled in red Bottom, Gene Ontology (GO) analysis of genes that are downregulated in the *Capn15*^*-/-*^ mice. n = 7 for wild type mice; n = 7 for *Capn15*^*-/-*^ mice. (B) Left, Western blot of P2 mouse brain homogenate targeting Enpp2. Right, Box and whisker plot showing the normalized quantification of Enpp2 in *Capn15*^*-/-*^ mice (t-test, *p* = 0.89). (C) Left, Western blot of P2 mouse brain homogenate targeting Smarca4. Right, Box and whisker plot showing the normalized quantification of Smarca4 in *Capn15*^*-/-*^ mice (t-test, *p* = 0.21). (D) Left, Western blot of P2 mouse brain homogenate targeting Pax2. Right, Box and whisker plot showing the normalized quantification of Pax2 in *Capn15*^*-/-*^ mice (t-test, *p* = 0.03). n = 13 for *Capn15*^*+/-*^ mice; n = 14 for *Capn15*^*-/-*^ mice. Dots are data points outside the box and whiskers. *p < 0.05.

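A fold change above 2 is an absolute log2 fold change above 1. Over all 14 libraries, 7 of each genotype, 0 genes passed both this and an FDR under 0.05 with edgeR's quasi-likelihood test. At any fold change 922 genes had an unadjusted p under 0.05. This is close to the share of 0.05 of all genes that chance gives. With the likelihood ratio test 2 genes passed both over the 14 libraries and 3 over the 13 libraries of the S2 supplemental data, which hold 6 of the 7 Capn15 KO libraries. Isg15 (ENSMUSG00000035692, chromosome 4, 156199424 to 156200818), the gene of Table 1 with the highest log2 fold change over the 14 libraries, at 0.86 with a standard error of 0.254, was at 0.495 ± 0.17 CPM in WT and at 0.845 ± 0.269 CPM in Capn15 KO brains (SD, n = 7 each), higher in 6 of 7 pairs. Its level lay under 1 CPM, where counting error is large.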

To identify proteins that might be cleaved by Capn15, we subjected brain homogenates from P2 male and female brains from Capn15 KO and Het mice to an N terminomics/TAILS protocol. Proteins from Capn15 KO mice were labelled with light formaldehyde (+28 Da dimethylation) while proteins from Capn15 Het mice were labelled with heavy formaldehyde (+34 Da dimethylation) (Fig 2A). Prior to the TAILS analysis, the proteomics data from these samples led to the identification of a number of changes (S3 Extended Data Table). Based on the pre-TAILS data, we selected two proteins that are reduced in Capn15 KO mice: Dhx9 and Rbfox2. We did not detect a significant difference in either Dhx9 (Fig 2B) or Rbfox2 (Fig 2C).

**Fig 2:**
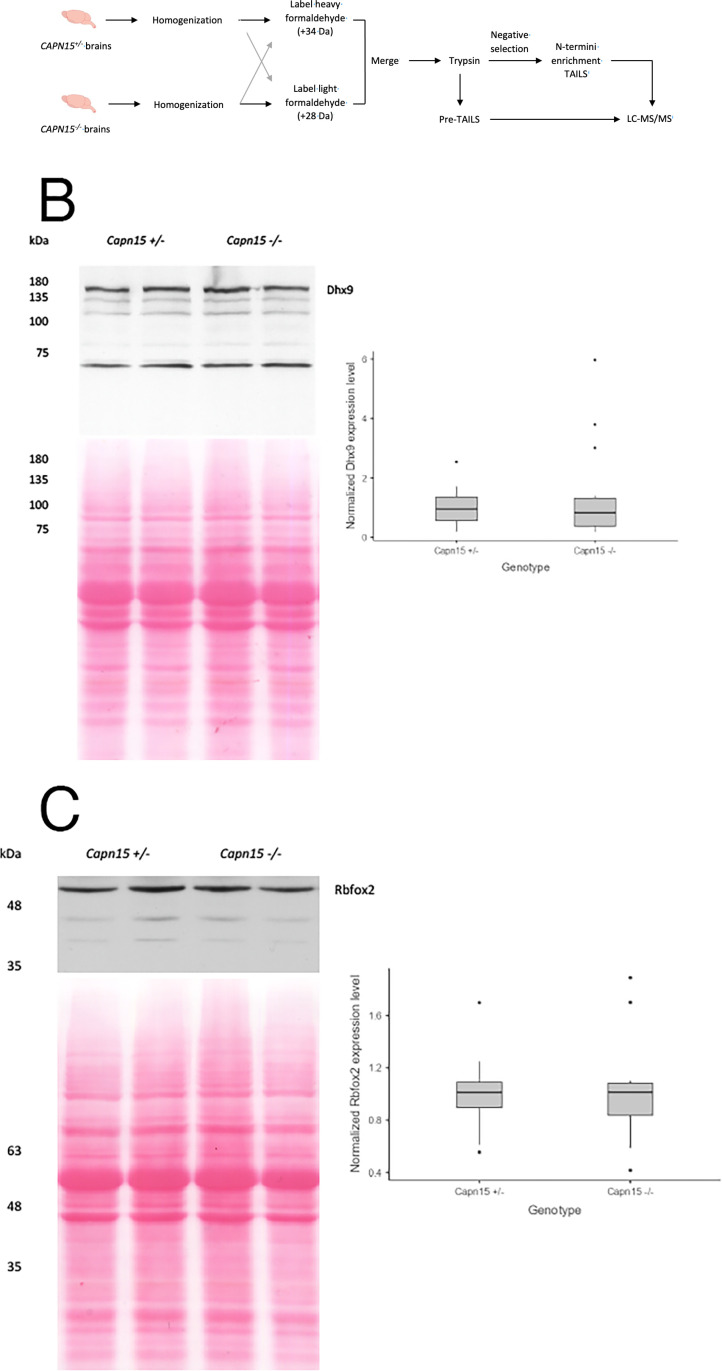
Proteomics analyses of brain homogenates from *CAPN15* ^***+***^^***/-***^ **and *CAPN15***^***-/-***^ **mice.** (A) Workflow of proteomics experimental design. In experiment 1 (n = 3), peptides from *Capn15*^*+/-*^ mice are labeled with heavy formaldehyde and peptides from *Capn15*^*-/-*^ mice are labeled with light formaldehyde. In experiment 2 (n = 5), the experiment was repeated with peptides from *Capn15*^*-/-*^ mice being labeled with heavy formaldehyde. (B) Left, Western blot of P2 mouse brain homogenate targeting Dhx9. Right, Box and whisker plot showing the normalized quantification of Dhx9 in *Capn15*^*-/-*^ mice (t-test, *p* = 0.38). (C) Left, Western blot of P2 mouse brain homogenate targeting Rbfox2. Right, Box and whisker plot showing the normalized quantification of Rbfox2 in *Capn15*^*-/-*^ KO mice (t-test, *p* = 0.95). n = 13 for *Capn15*^*+/-*^ mice; n = 14 for *Capn15*^*-/-*^ mice. Dots are data points outside the box and whiskers.

The neo-N-termini which represent the cleaved peptides are enriched by removing N-terminals formed after trypsin cleavage using the dendritic polyglycerol aldehyde TAILS polymer. In the TAILS data, we analysed the top 50 peptides (7.3%) that are less abundant in the Capn15 KO brains (S4 Extended Data Table). Most peptides are generated from internal processing (78%), in addition to other cleavage events, such as signal peptide removal (16%) and initial methionine removal (6%) (Fig 3A). As CAPN15 is a protease, we suspected that there would be less neo-N-terminal peptides in the KOs. As a start, we generated IceLogos to determine cleavage site preferences between peptides that are less abundant in Capn15 KO brains and peptides that are not changed. Results from IceLogos showed a preference of P0 lysine and arginine residues in peptides that are less abundant in Capn15 KO samples. However, in peptides that are not changed, arginine is the only preferred residues (Fig 3B). We repeated the experiments by swapping the labels: proteins from Capn15 KO mice were labelled with heavy formaldehyde (+34 Da dimethylation) and proteins from Capn15 heterozygous mice were labelled with light formaldehyde (+28 Da dimethylation). Interestingly, we noticed that the signal from light formaldehyde is much higher than that from heavy formaldehyde leading to many cleavage products apparently being lost in the Capn15 KOs due to the inconsistent labelling. Given that there are more peptides labelled in experiment 2, we analysed the top 100 peptides (7.7%) that are less abundant in the CAPN15 KO brains. Similar to experiment 1, internal processing is the predominant form of cleavage events (77%; Fig 3A). Results from IceLogos showed no cleavage site preference between the two groups (Fig 3B). While lysine residues were not observed in the IceLogo of experiment 2, this may be due to the large number of peptides lost in Capn15 due to differences in labelling efficiency. While there are a number of recent computational approaches to determine calpain cleavage sites [44–46], these use known calpain sites to generate their algorithms and since no CAPN15 sites have yet been positively identified, it is problematic to use a computational approach at this time. None of the putative sites identified here are predicted as calpain sites by these algorithms.

**Fig 3:**
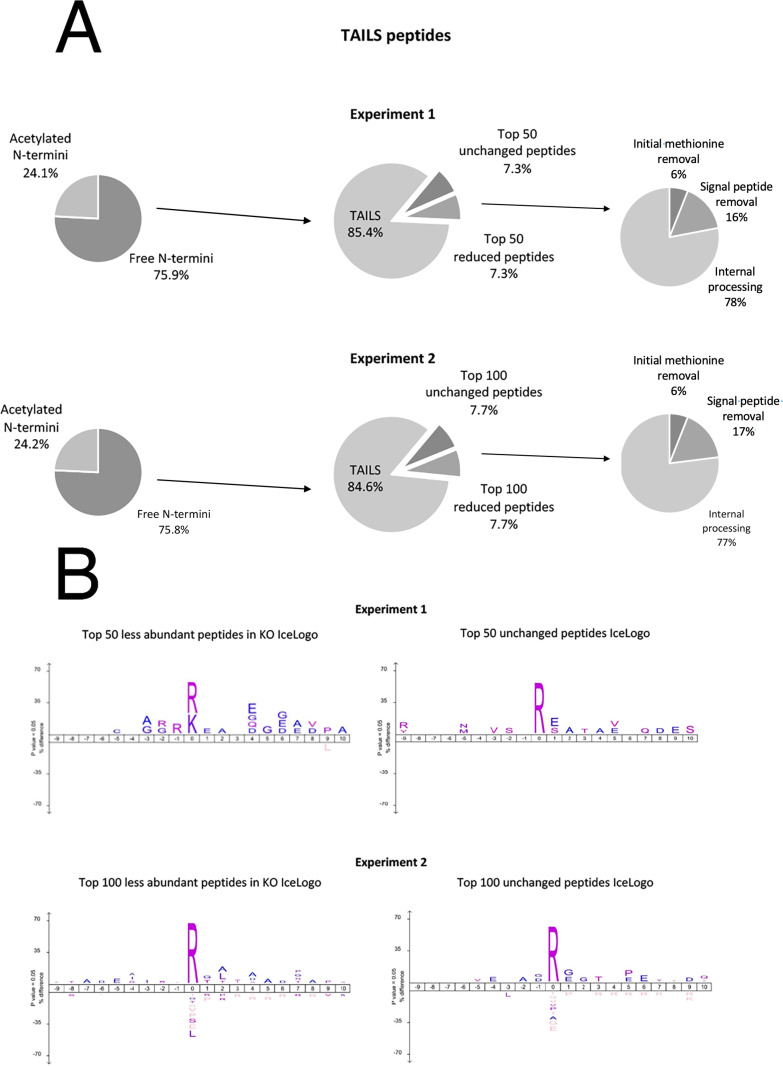
N-terminomics/TAILS analyses of brain homogenates from *Capn15* ^***+***^^***/-***^ **and *Capn15***^***-/-***^ **mice.** (A)Top, analyses of peptides from experiment 1. Left, distribution of N-terminal peptides in the TAILS enrichment. Middle, top 50 reduced and unchanged neo-N-terminal peptides in brain homogenate from *Capn15*^*-/-*^ mice are selected for analyses. Right, distribution of post-translational peptide modifications as analyzed using TopFINDER in top 50 reduced peptides. Bottom, analyses of peptides from experiment 2. Left, distribution of N-terminal peptides in the TAILS enrichment. Middle, top 100 reduced and unchanged neo-N-terminal peptides in brain homogenate from *Capn15*^*-/-*^ mice are selected for analyses. Right, distribution of post-translational peptide modifications as analyzed using TopFINDER in top 50 reduced peptides. (B) Peptide sequences surrounding the cleavage site are found using TopFINDer. Top, analyses of peptides from experiment 1. Left, peptide sequence profiles of top 50 reduced neo-N-terminal peptides in brain homogenate from *Capn15*^*-/-*^ mice identified in the TAILS analysis using IceLogo. Right, peptide sequence profiles of top 50 unchanged neo-N-terminal peptides in brain homogenate from *Capn15*^*-/-*^ mice identified in the TAILS analysis using IceLogo. Bottom, analyses of peptides from experiment 2. Left, peptide sequence profiles of top 100 reduced neo-N-terminal peptides in brain homogenate from *Capn15*^*-/-*^ mice identified in the TAILS analysis using IceLogo. Right, peptide sequence profiles of top 100 unchanged neo-N-terminal peptides in brain homogenate from *Capn15*^*-/-*^ mice identified in the TAILS analysis using IceLogo. Peptides are cleaved between P0 and P1.

Due to the role of CAPN15 in neurodevelopment, we selected several candidate proteins from TAILS data that are important to neurodevelopment and are cleaved after either arginine or lysine (Table 3). Ctnnb1, Tubb3, eEF2, Crmp1, and histone H2A are all cleaved after arginine. We did not detect any significant changes in their expression level (Fig 4A-D) except for Tubb3, whose expression is significantly higher in the Capn15 KO mice (*p* = 0.014, Fig 4E). However, no cleavage product was observed. We also looked at two candidates, histone H4 and doublecortin Dcx, which have peptides that are cleaved after lysine residues. While we did not detect a significant change in H4 expression (Fig 4F), we found that the expression of Dcx is significantly higher in Capn15 KO mice (Fig 4G). According to TAILS data, Dcx is cleaved between residues ^151^K↓T^152^. Interestingly, we observed a band that is slightly bigger than 17kDa, which matches the size of the N-terminal cleavage product of Dcx. However, the expression of this cleavage product is significantly higher is Capn15 KO mice as well (*p* = 0.044, Fig 4G) inconsistent with this product being due to cleavage by Capn15.

**Table 3:** TAILS data of peptides that are validated in the experiments.

Sequence	Gene Names	Ratio H/L normalized	P10 to P1	P1’ to P10’
DSEAGSSTPTTSTR	Smarca4	2.6621	QKKSSRKRKR	DSEAGSSTPT
		NaN		
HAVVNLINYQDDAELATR	Ctnnb1	0.45535	RLAEPSQMLK	HAVVNLINYQ
		NF		
TMQNTNDVETAR	Ctnnb1	0.20683	SPQMVSAIVR	TMQNTNDVET
		NaN		
HQEAEMAQNAVR	Ctnnb1	0.10106	ICALRHLTSR	HQEAEMAQNAV
		0.030254		
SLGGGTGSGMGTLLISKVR	Tubb3	1.0187	DCLQGFQLTH	SLGGGTGSGM
		0.0062467		
LHFFMPGFAPLTAR	Tubb3	0.19522	LAVNMVPFPR	LHFFMPGFAP
		0.077518		
CLYASVLTAQPR	eEF2	0.1897	GGQIIPTARR	CLYASVLTAQ
		0.028074		
GGGQIIPTAR	eEF2	0.020022	VTLHADAIHR	GGGQIIPTAR
		NaN		
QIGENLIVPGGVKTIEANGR	Crmp1	1.7041	DVYLEDGLIK	QIGENLIVPG
		NF		
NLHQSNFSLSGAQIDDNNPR	Crmp1	0.64022	PSKHQPPPIR	NLHQSNFSLS
		0.032116		
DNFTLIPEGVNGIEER	Crmp1	0.22991	YSTAQKAVGK	DNFTLIPEGV
		0.16699		
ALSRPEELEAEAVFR	Crmp1	0.056725	EMGITGPEGH	ALSRPEELEA
		0.01421		
AGLQFPVGR	H2A	0.022466	RAKAKSRSSR	AGLQFPVGRV
		0.0010542		
DNIQGITKPAIR	H4	1.2121	GAKRHRKVLR	DNIQGITKPA
		0.00022067		
DAVTYTEHAKR	H4	0.73879	LKVFLENVIR	DAVTYTEHAK
		NaN		
GVLKVFLENVIR	H4	0.98424	ISGLIYEETR	GVLKVFLENV
		0.11		
ISGLIYEETR	H4	0.28817	RLARRGGVKR	ISGLIYEETR
		0.00086128		
KTVTAMDVVYALKR	H4	0.74607	AVTYTEHAKR	KTVTAMDVVY
		0.0209		
TVTAMDVVYALKR	H4	3.1745	VTYTEHAKRK	TVTAMDVVYA
		NaN		
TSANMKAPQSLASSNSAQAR	Dcx	1.3391	VNPNWSVNVK	TSANMKAPQS
		NaN		
APQSLASSNSAQAR	Dcx	0.32346	VNVKTSANMK	APQSLASSNS
		0.010968		
SLSDNINLPQGVR	Dcx	0.050876	SFDALLADLTR	SLSDNINLPQ
		NaN		

Peptides from experiment 1 are highlighted in green and the ratio H/L of the same peptides from experiment 2 are highlighted in grey. NaN, peptide with either of the label is not detected in TAILS data. NF, peptide is not found in TAILS data.

**Fig 4:**
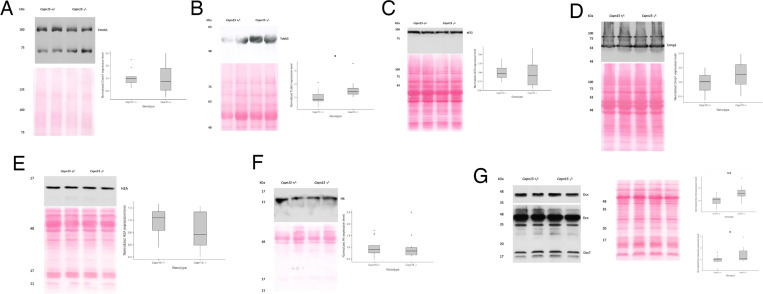
Verification of TAILS targets with western blots. (A) Left, Western blot of P2 mouse brain homogenate targeting Ctnb1. Right, Box and whisker plot showing the normalized quantification of Ctnnb1 in *Capn15*^*-/-*^ mice (t-test, *p* = 0.98). (B) Left, Western blot of P2 mouse brain homogenate targeting Tubb3. Right, Box and whisker plot showing the normalized quantification of Tubb3 in *Capn15*^*-/-*^ mice (t-test, *p* = 0.95). (C) Left, Western blot of P2 mouse brain homogenate targeting eEF2. Right, Box and whisker plot showing the normalized quantification of eEF2 in *Capn15*^*-/-*^ mice (t-test, *p* = 0.69). (D) Left, western blot of P2 mouse brain homogenate targeting Crmp1. Right, Box and whisker plot showing the normalized quantification of Crmp1 in *Capn15*^*-/-*^ mice (t-test, *p* = 0.19). (E) Left, western blot of P2 moues brain homogenate targeting H2A. Right, Box and whisker plot showing the normalized quantification of H2A in *Capn15*^*-/-*^ mice (t-test, *p* = 0.12). (F) Left, Western blot of P2 mouse brain homogenate targeting H4. Right, Box and whisker plot showing the normalized quantification of H4 in *Capn15*^*-/-*^ mice (t-test, *p* = 0.83). (G) Left, Western blot of P2 moues brain homogenate targeting Dcx. Right, Box and whisker plot showing the normalized quantification of full length Dcx (t-test, *p* = 0.002) and putative cleavage product of Dcx in *Capn15*^*-/-*^ mice (t-test, *p* = 0.044). n = 13 for *Capn15*^*+/-*^ mice; n = 14 for *Capn15*^*-/-*^ mice. Dots are data points outside the box and whiskers. *p < 0.05, **p < 0.01.

## Discussion

Loss of *Capn15* in mice or homozygous mutations in *CAPN15* in humans have some strong effects on development and neurodevelopment in particular [7,8,10]. In this study, we attempted to identify putative Capn15 substrates through RNA sequencing and N-terminomics. There has been a great deal of work on determining the cleavage site of the classical Calpains (Calpain-1 and -2), but even with 100s of known substrates, it requires even higher numbers to better predict the ideal site of cleavage which often are in a disordered domain [46]. There is virtually no information on sites cleaved by non-classical calpains, although one substrate has been determined for the Palb Calpain-7 and this has a lysine at the P1 position [47] consistent with the apparent preference shown by Capn15. It has been shown that Calpain-10 is responsible for the separation of MAP1B heavy and light chain, which is cleaved after a serine residue [48]. Calpain-10 is an atypical calpain with two catalytic domains, but how it derived from other calpains is not clear [1].

TAILS works by first blocking via dimethylating the primary amines of endogenous N-terminals and lysines. Internal peptides created by the subsequent trypsin treatment are removed by binding to a high molecular weight, aldehyde derived polyglycerol polymer (HPG-ALD) followed by filtration and then mass spectrometry of the endogenous N-terminal peptides remaining [49]. While trypsin cleaves after lysines and arginines, the majority of background peptides found in these experiments begin with an arginine as lysine dimethylation prevents trypsin cleavage [49]. Thus, background from peptides that start with arginine are mainly due to incomplete removal by HPG-ALD, while background from peptides that start with lysine is due to both incomplete demethylation and incomplete removal by HPG-ALD. Thus, most background peptides in these studies are cleaved after arginine. Since peptides starting with lysine were only seen in the IceLogo of reduced peptides, it is likely that this represents a “true” preference of Capn15 for basic residues. However, the lack of detection of the loss of any cleaved peptide on immunoblots tempers any confidence in this finding.

When we observed significant changes due to the loss of Capn15 (Tubb3, Pax2, Pax5, Doublecortin), it was due to an increase in total levels of the proteins. Capn15 binds polyubuqiutin and it is possible that Capn15 cleavage is followed quickly by proteosome mediated loss of the cleavage products. Capn15 loss is the cause of a small subset of patients with Johanson-Blizzard syndrome [8]. This syndrome is mainly caused by the loss of the ubiquitin ligase UBR1, part of the N-end rule ubiquitin pathway that leads to degradation of proteins starting with a basic residue. However, we do not see an excess of lysine and arginine at the P1 position as would be expected if these two enzymes worked in parallel.

### Putative substrates

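Enpp2 (ENSMUSG00000022425) lies on chromosome 15 of GRCm38 from 54838901 to 54952892 on the minus strand, with 25 exons, and Gm26684 overlaps it on the other strand. Its mRNA was at 121 ± 12.9 CPM in the WT and at 105 ± 5.97 CPM in the Capn15 KO brains (SD, n = 7 each), lower in 7 of 7 pairs (two-sided exact permutation test of log2 CPM, p = 0.0122). With litter and sex in the model its log2 fold change over the 14 libraries was -0.20 (standard error 0.0346), which did not pass an FDR of 0.05 in edgeR's quasi-likelihood test over all genes (FDR = 0.166). With the replicate number as a block the log2 fold change was -0.20 (FDR = 0.232 from the same test). The FDR was 0.000987 with edgeR's likelihood ratio test and 0.000396 with DESeq2.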

While we cannot validate any changes in Enpp2 level, as suggested by RNA-SEQ, we did observe an increase in Pax2 and Pax 5 levels in the KOs. Pax2 is a transcription factor that are critical during early eye development and is both spatially and temporally regulated. During eye development, Pax2 is restricted to the ventral optic cup and later downregulated for further eye development. A failure in downregulating Pax2 leads to colobomas [50]. Pax5 is a recent gene duplication of Pax2, and while biologically equivalent, is expressed in different regions of the brain than Pax5 [51] Our results suggest that Capn15 might play an important role during early development by regulating the level of transcription factors, either through cleavage followed by degradation or perhaps indirectly though some unidentified Capn15 substrates.

We discovered that DCX might be a putative cleavage product of Capn15. The cleavage site is located in between the two N-terminal doublecortin domains. Currently, Dcx cleavage is not documented in the literature. DCLK2 however, a protein with the doublecortin domain, can be cleaved by Calpain-2 [52]. Other than DCX and DCLK2, another microtubule interacting proteins, MAP1B, can also be cleaved by calpain. Interestingly several peptides of MAP1B are identified by TAILS, although none of them overlaps the Calpain-10 cleavage site [48]. The two proteins identified in the TAILS as putatively substrates of Capn15 that are significantly increased in the *Capn15* KO mice, Tubb3 and Dcx, are both associated to the microtubule system. Mutations in microtubule proteins are usually associated to malformation of cortical development, and sometimes cerebellar development, which was observed in some of the patients with variations in *CAPN15* gene as well [10,53]. While tubulinopathies can be explained by haploinsufficiency and dominant negativity [54], it is unclear whether an increase in expression can have similar effects.

### Strengths and limitations of this study

This study has several strengths. It is the first examination of the effects of loss of Capn 15 on mRNA, protein levels, and cleavage products (TAILs) in any system and a number of significant changes were observed. Several of these were followed up by immunoblotting and significant changes in putative transcription factors that mediated the changes in RNA-SEQ were identified. This leads to strong hypotheses for future studies. There are limitations in this study. We focused on P2 brains as Capn15 is widely expressed at this time, but levels of Capn15 are higher in embryonic brain and many proteins whose loss is responsible for neurodevelopmental disorders act earlier during neuronal differentiation that peaks in embryonic brains. Capn15 may also be important in selected areas (such as the primordial eye fields) and using whole brains may dilute possible changes. It will be important in the future to determine if increases in the level of the proteins identified to be changed in Capn 15 Kos (Pax2, Pax5, Tubb3 and Dcx) play a role in the phenotypes seen in this KO mouse. While the use of heterozygotes of wild type allowed for using littermates in the TAILS assay, it may have reduced the amount of changes in the affected peptides.

## Conclusions

We have used several technologies to identify putative substrates of Capn15 in P2 mouse brains. While several proteins showed a significant increase in their total levels, we did not identify any cleavage product that is lost. We still believe, based on the conservation of the Sol calpain catalytic domain residues over evolution, that this family of calpains is a protease, but further work will be required to verify this and to identify its substrates. While the increase in peptides after lysines in the TAILS assay is intriguing, it is not yet definitive evidence for the substrate specificity of Capn15.

## Supporting information

S1 Supplemental Data Full size images of all blots used in quantification.

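LogCPM is the logarithm of a gene's count after scaling each library to the same total, so that libraries of unequal depth can be compared. The supplemental table holds 13 columns, and Capn15 KO replicate 7 is the library of the 14 analysed here that it does not list. Over 1697 genes compared, the library closest to each column bore the same name in 13 of 13 cases, and the lowest correlation between a column and the library of its name was 0.994, across genes, which are not independent replicates.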

S2 Supplemental Data LogCPM values for every mRNA for all samples used in RNA-SEQ experiments. (CSV)

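LISA ranks transcription factors by how well their binding sites account for a list of genes. LISA based its predictions on the consensus sequence of the motif (S1 Extended Data) or on ChIP-seq data (S2 Extended Data). The list given to it was the paper's differential mRNAs, so its ranking depends on which genes were called.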

S1 Extended DataTable LISA analyses of differentially expressed genes. Transcription factors that are predicted to regulate differentially expressed genes based on consensus sequence of the binding motif.
(XLSX)

S2 Extended Data Table LISA analyses of differentially expressed genes. Transcription factors that are predicted to regulate differentially expressed genes based on ChIP-seq data.
(XLSX)

S3 Extended Data Table Pre-enrichment TAILS protein from CAPN15 Het and KO mice. Data are selected within two standard deviation of log2 of normalized ratio H/L to exclude extreme values (entries highlighted in green). Rbfox2 and Dhx9 are highlighted in yellow. Entries with 0 total intensity are filtered.
(XLSX)

S4 Extended Data Table TAILS peptides from CAPN15 Het and KO mice. Top 50 entries of the highest normalized ratio H/L are selected as the top 50 reduced peptides (highlighted in green). Top 50 entries around the average of normalized ratio H/L are selected as the top 50 unchanged peptides (highlighted in beige). Entries with 0 total intensity are filtered.
(XLSX)

# Supplementary material for: Identifying putative substrates of Calpain-15 in neurodevelopment
**Source:** PLoS One. 2025 Apr 16;20(4):e0319489. doi: 10.1371/journal.pone.0319489

bcat 1

Het

Het

Het

Het

KO

KO

KO

KO

KO

100

75

—

—

—  
—  
—

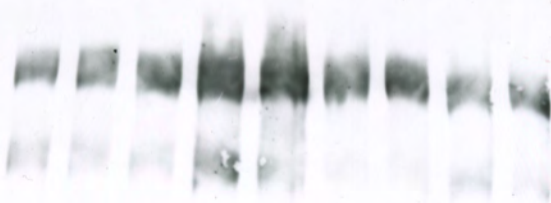

bcat1

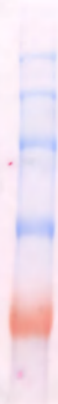

100  
75

Het

Het

Het

Het

Het

KO

bcat 2

KO

KO

KO

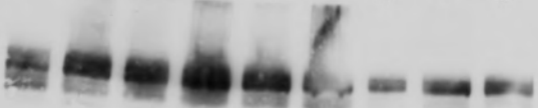

bcat2

bcat3

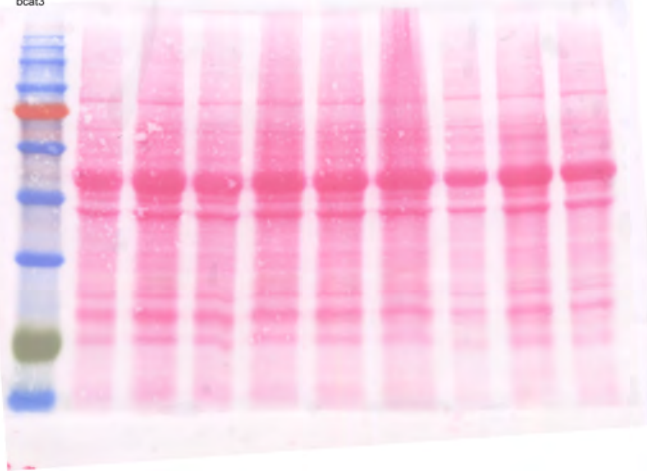

bcal 3

Fig 4A

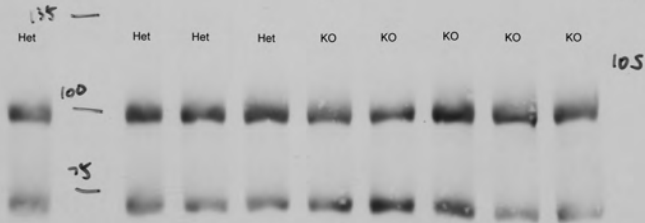

--Figure 4a-----

bcat2

bcat3

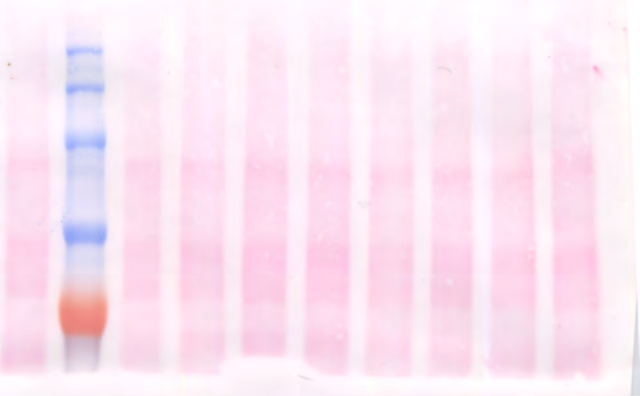

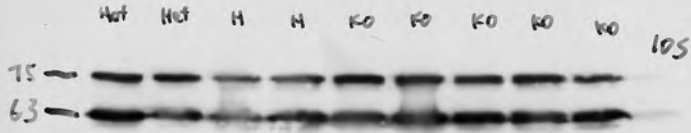

Rabbit anti-CAMP1 1:1000 1 hr @ RT

cmp1  
1

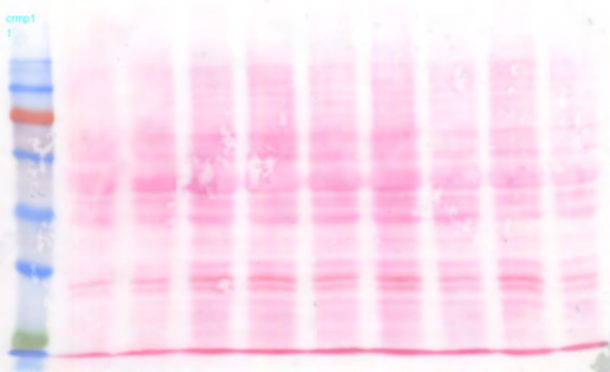

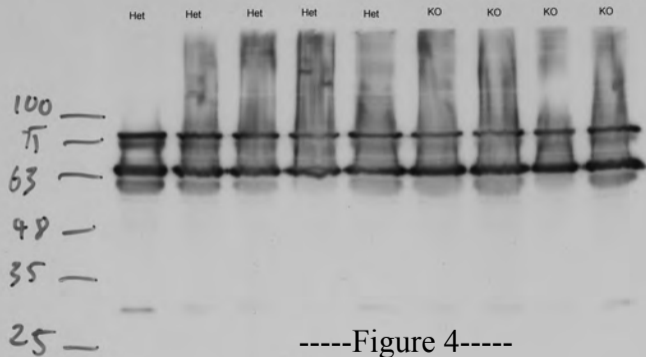

-----Figure 4-----

crmp1

2

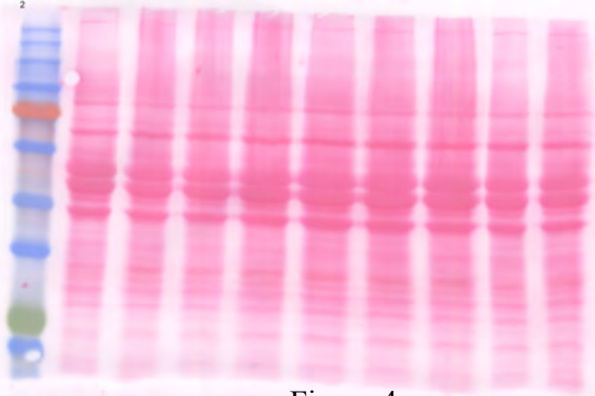

-----Figure 4-----

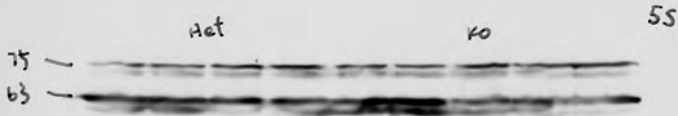

Rabbit anti - CRMP1 1:1250 1hr @ RT

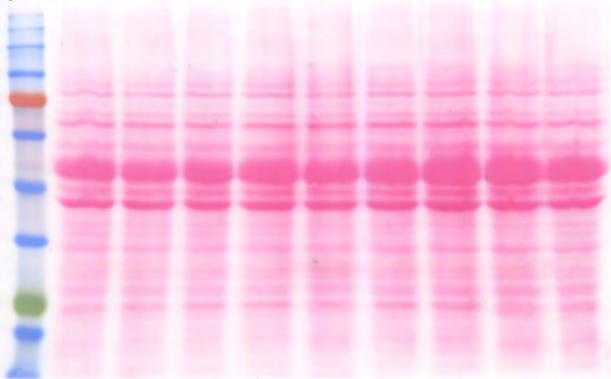

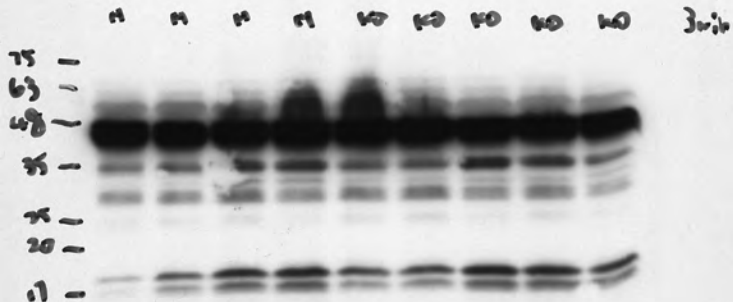

Mouse anti-Dex E6 1:500

1 h 0 RT

45 -  
35 -  
25 -  
20 -  
17 -  
11 -

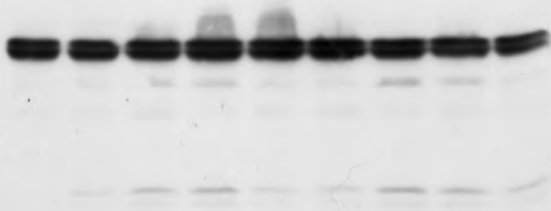

Mouse anti-D $\alpha$  E6 1:500

1 hr QAT

Dcx  
1

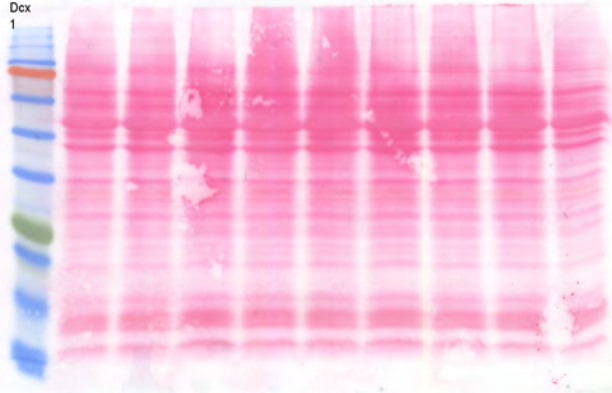

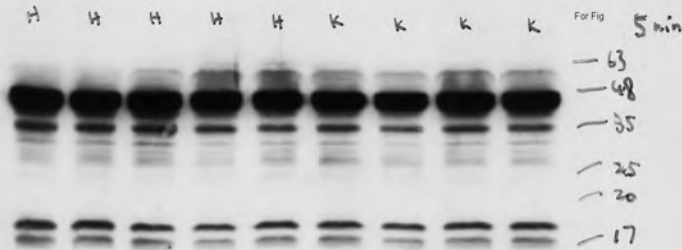

-----Figure 4-----

Mouse anti- Dex E6 1:500 1 hr RT

305

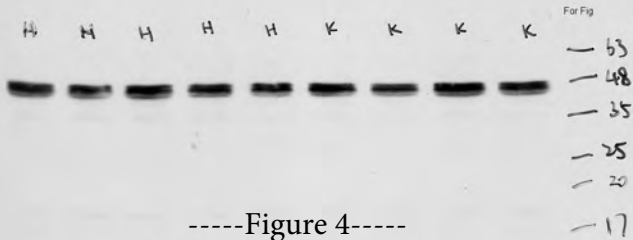

Mouse anti-Dex EB<sup>2</sup> 1:500 1hr @ RT

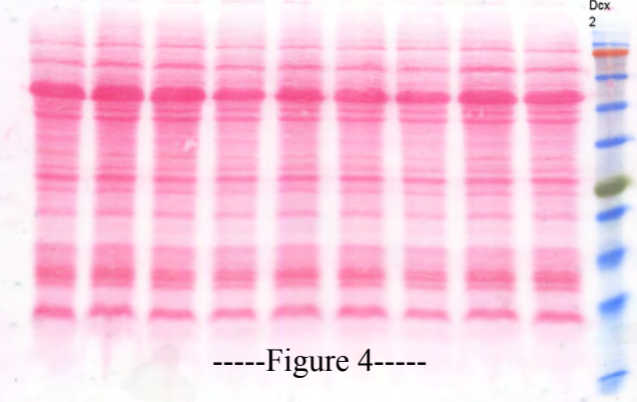

+      +      +      +      +      +      +      +      +      5 min

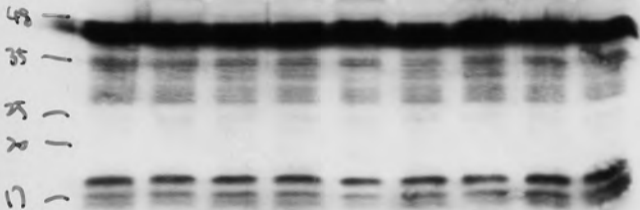

Mouse anti-Dex 1:500 1 hr RT

EB 3

305

H H H H K K K K K

5 -

35 -

25 -

mouse anti-Oct E6<sup>3</sup> 1:500 1hr EAT

Dcx

3

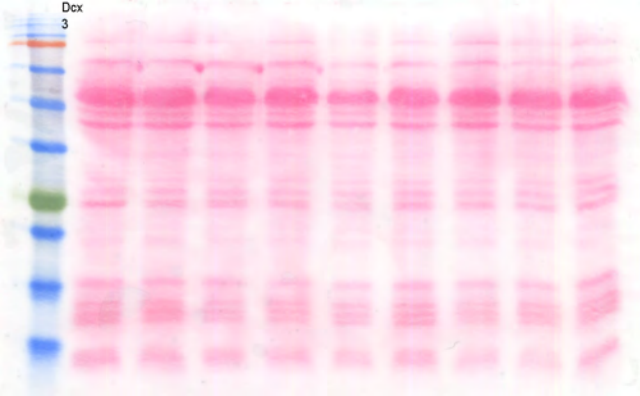

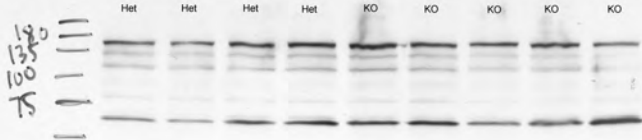

-----Figure 2 -----

Dhx9 1

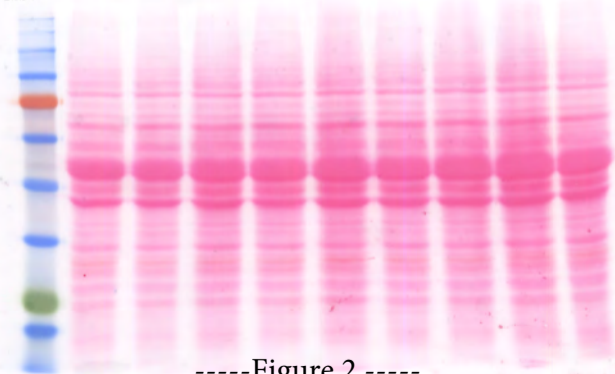

-----Figure 2 -----

Het

Het

Het

Het

Het

KO

KO

KO

KO

180

135

100

75

Dhx9 2

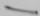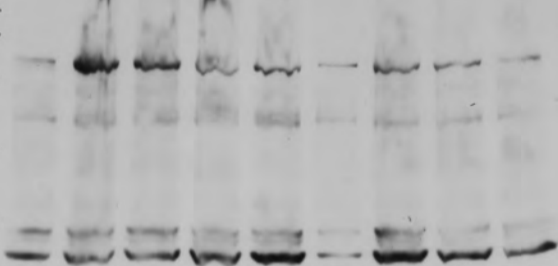

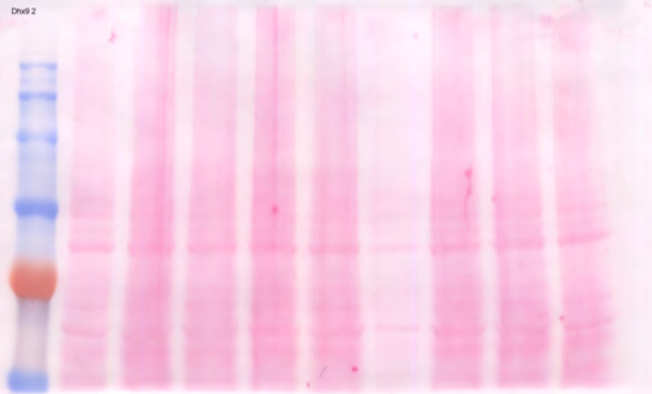

Het Het Het Het KO KO KO KO KO

180 —  
135 —  
100 —  
75 —

Dhx9 3

DNA 3

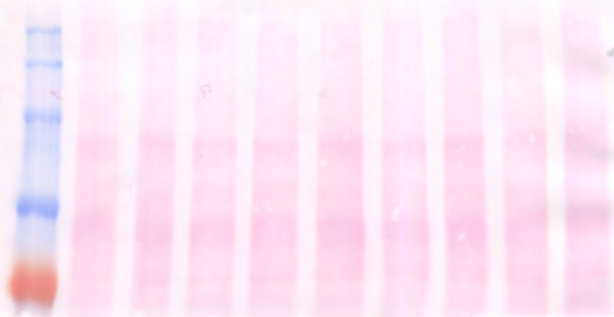

144 Hct Act Hct KO KO KO KO KO

1.5m

100 —  
75 —

Rabbit anti-EEF2 1 1:1000

1hr EAT

eEF2 1

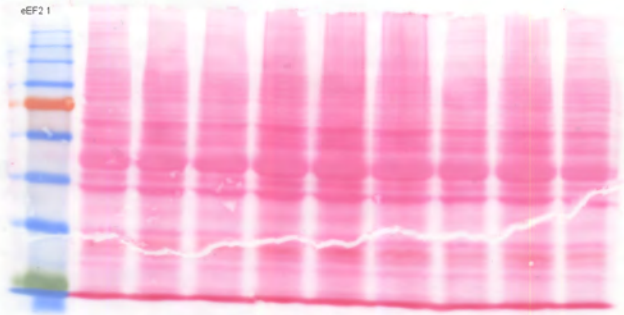

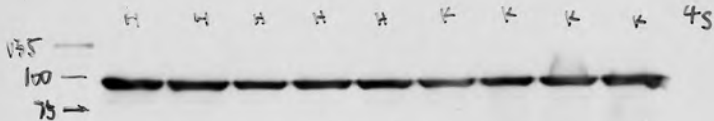

Rabbit anti-PEF 2 C-term 1:1000 o/n. @ 4°C

eEF2 2

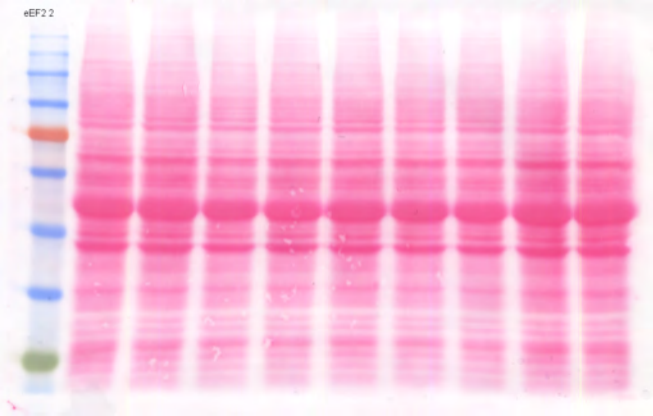

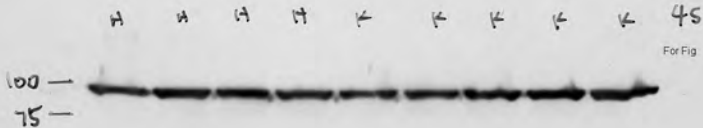

-----Figure 4-----

Rabbit anti-eEF2 C-term 1:1000 o/n. @ 4°C

eEF2 3

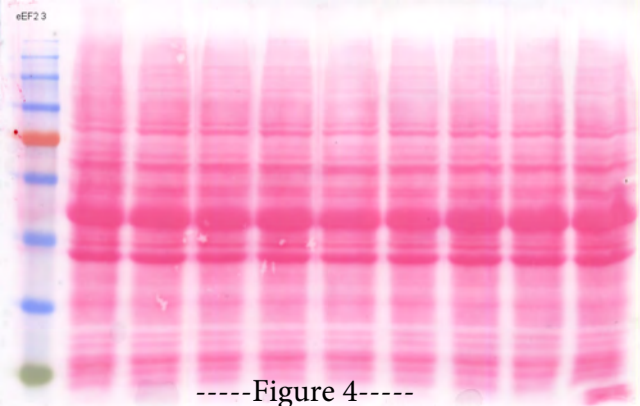

-----Figure 4-----

-----Figure 1A-----

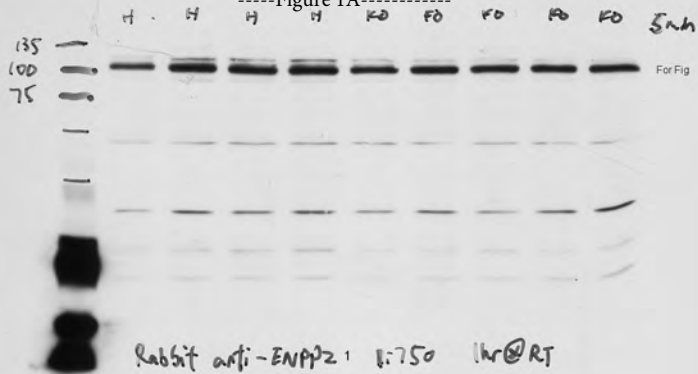

Enpp2 1

----- **Figure 1** -----

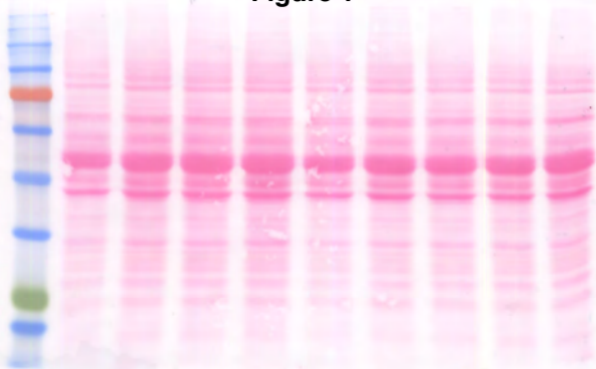

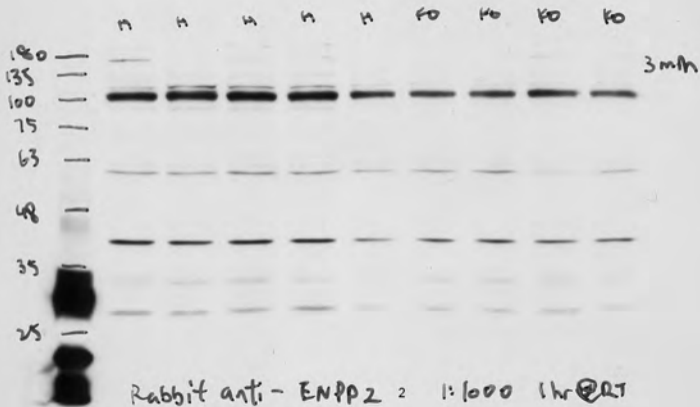

Enpp2 2

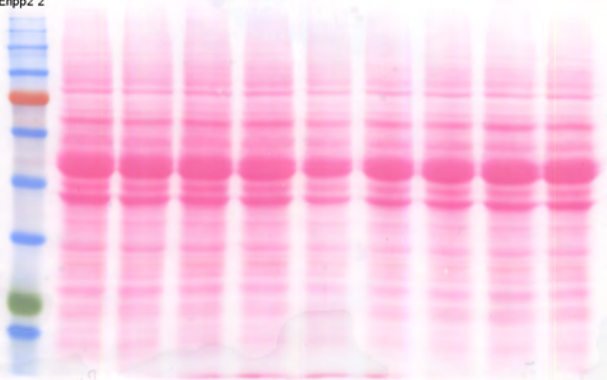

Hot

KO

3 min

135 —

100 —

75 —

63 —

48 —

35 —

25 —

Rabbit anti-ENPP2 3 1:800 1hr ERT

Enpp2 3

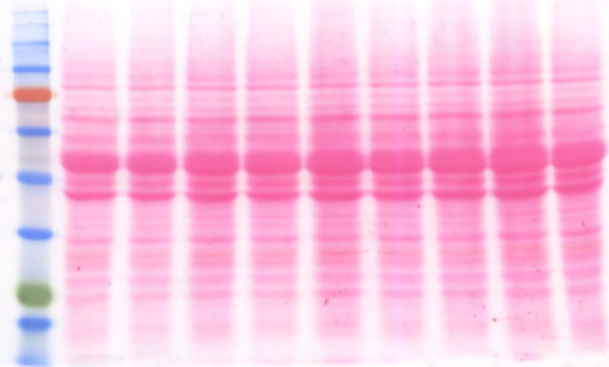

17  
11

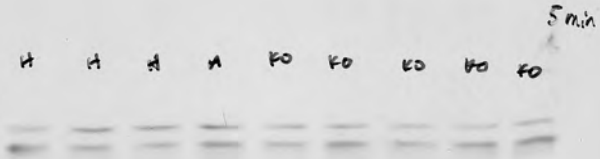

Rabbit anti-H2A : 1:500 o/n. @4°C

H2A 1

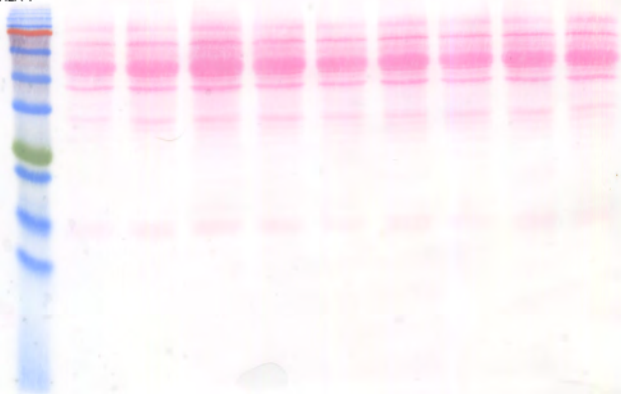

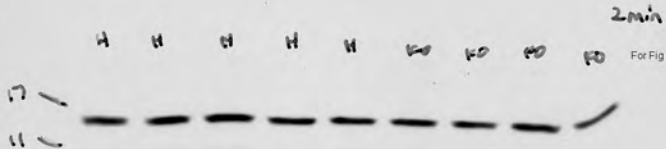

-----Figure 4-----  
Rabbit anti-H2A<sup>2</sup> o/n. @ 4°C

H2A 2

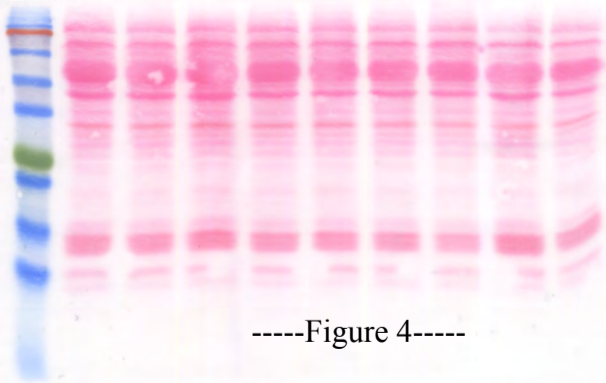

-----Figure 4-----

1 min

H H H H K K K K K

20 -

17 -

11 -

Rabbit anti-H2A<sup>3</sup> 1:250 o/n. @ 4°C

H2A 3

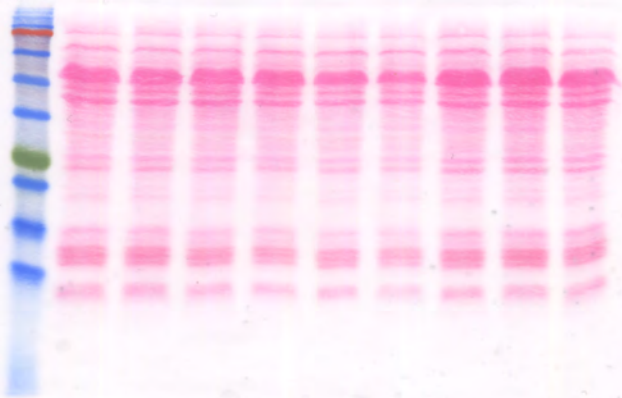

5 sec

H H H H KO KO KO KO KO

For Fig

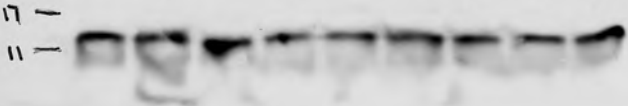

-----Figure 4-----

Rabbit anti - H4 : 1:500 %n. @ 4°C

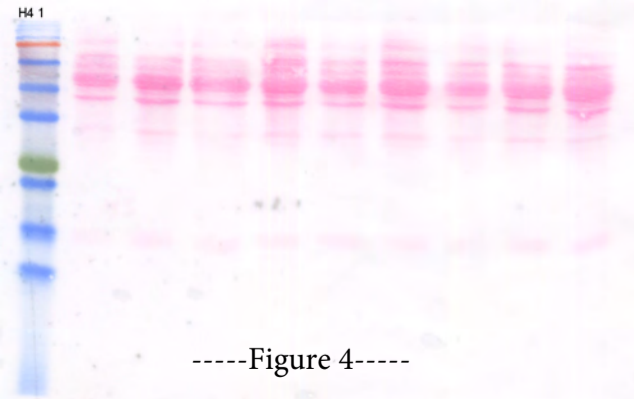

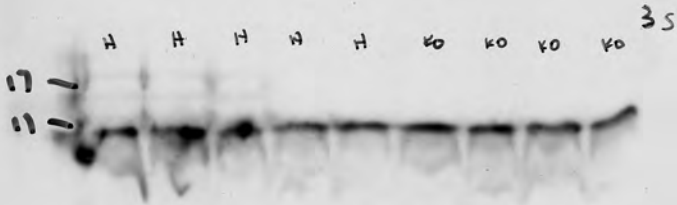

Rabbit anti-144<sup>2</sup> 1:800 1hr @ RT

H4 2

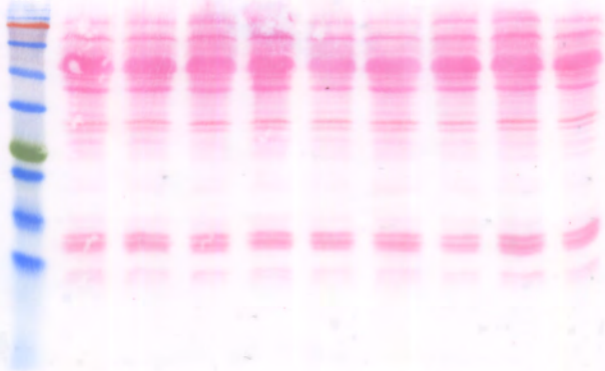

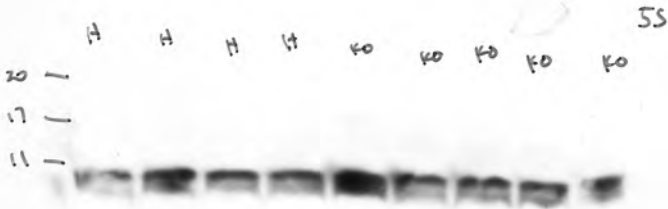

Rabbit anti-H4<sup>3</sup> 1:750 O/n. @ 4°C

H4 3

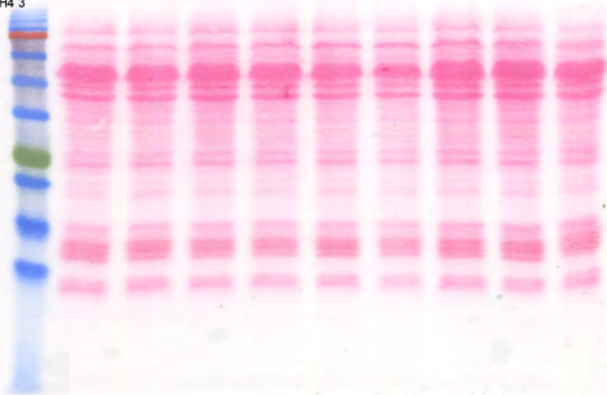

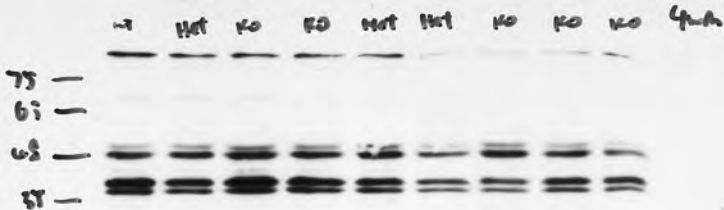

Rabbit anti-Pax2: N-term 1:1000 2h, 4°C

Pax2 1

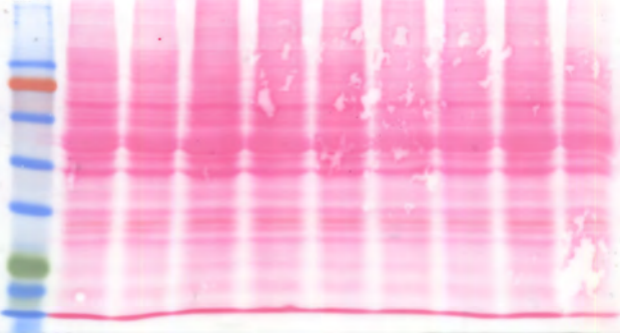

H H H H A K K K K

5 min

75 -

63 -

48 -

35 -

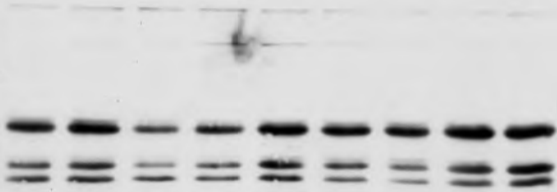

Rabbit Anti-Pay 22 N-term 1:1000 o/n @ 4°C

Pax2 2

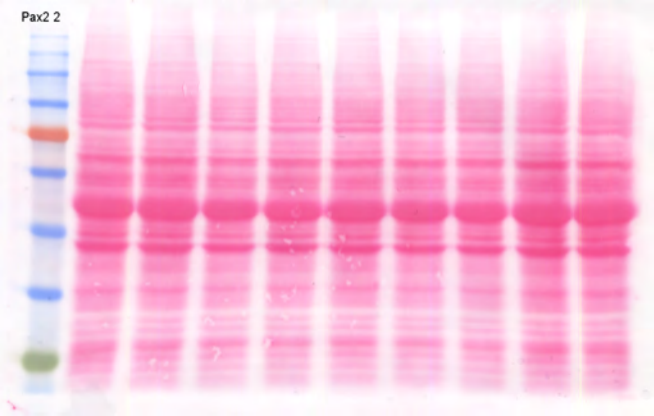

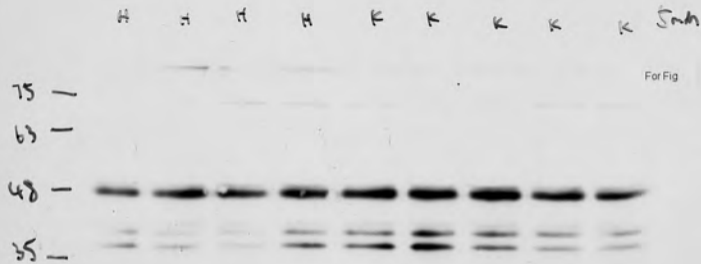

For Fig

----- Figure 1-----

Rabbit anti-Pax 2<sup>3</sup> N-term 1:1000 o/n. @ 4°C

Pax2 3

----- Figure 1-----

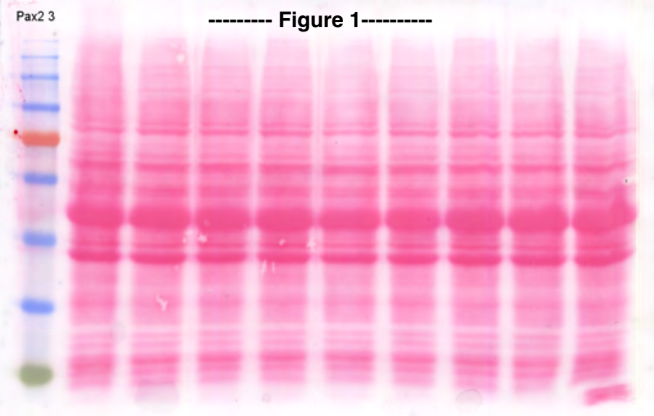

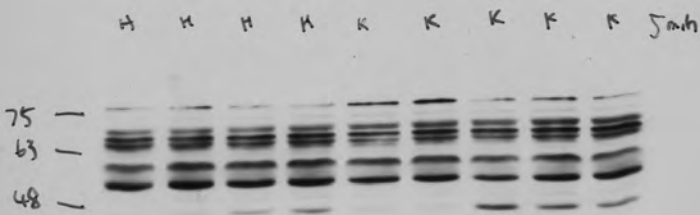

Rabbit anti-RBFV X 2: 1:500 v/v. @ 4°C

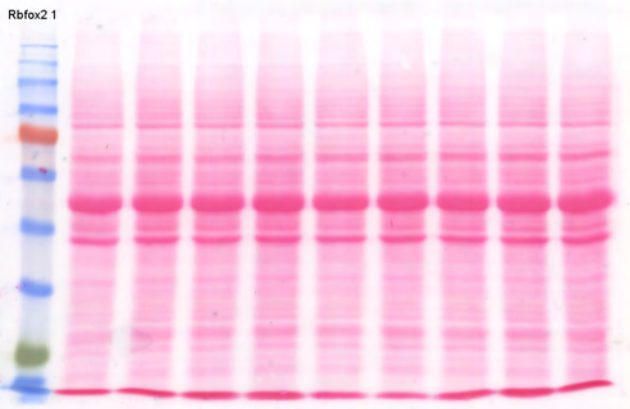

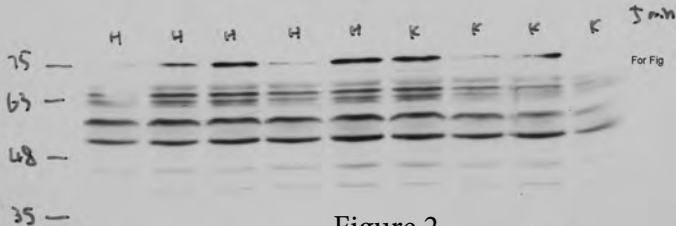

-----Figure 2 -----

Rabbit anti - RBFox2 2 1:400 1h @RT

Rbfox2 2

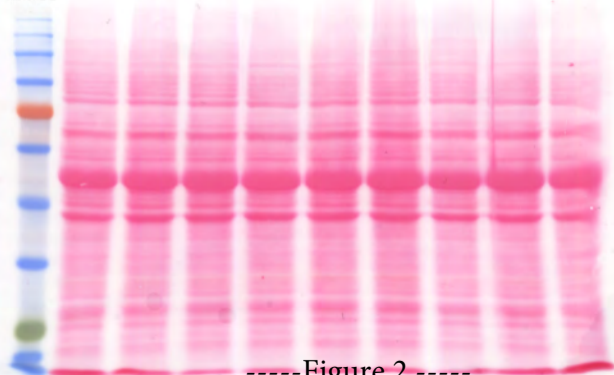

-----Figure 2-----

75 —

63 —

48 —

35 —

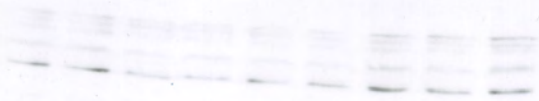

Rbfox2 3

Rbfox2 3

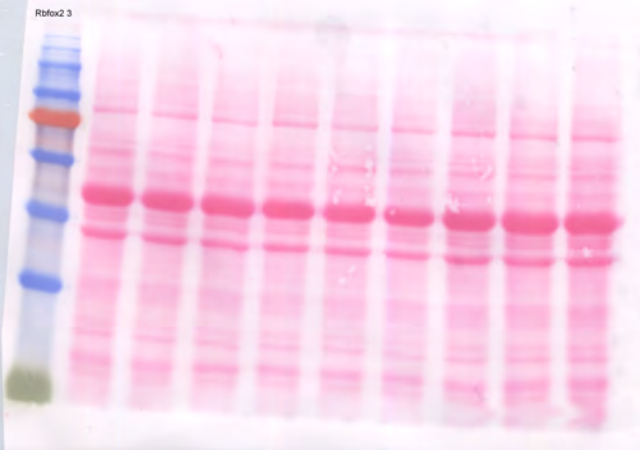

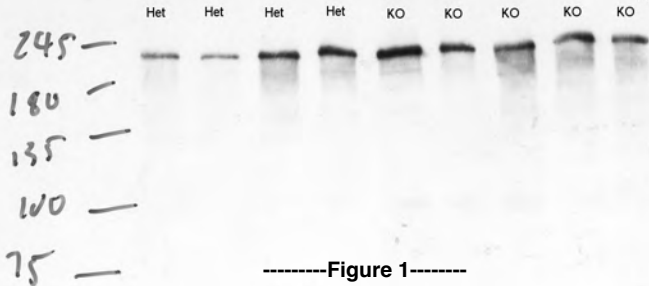

-----Figure 1-----

Smarca4 1

Smarca4 1

-----Figure 1-----

Het

Het

Het

Het

Het

KO

KO

KO

KO

245 —

180 —

135 —

100 —

75 —

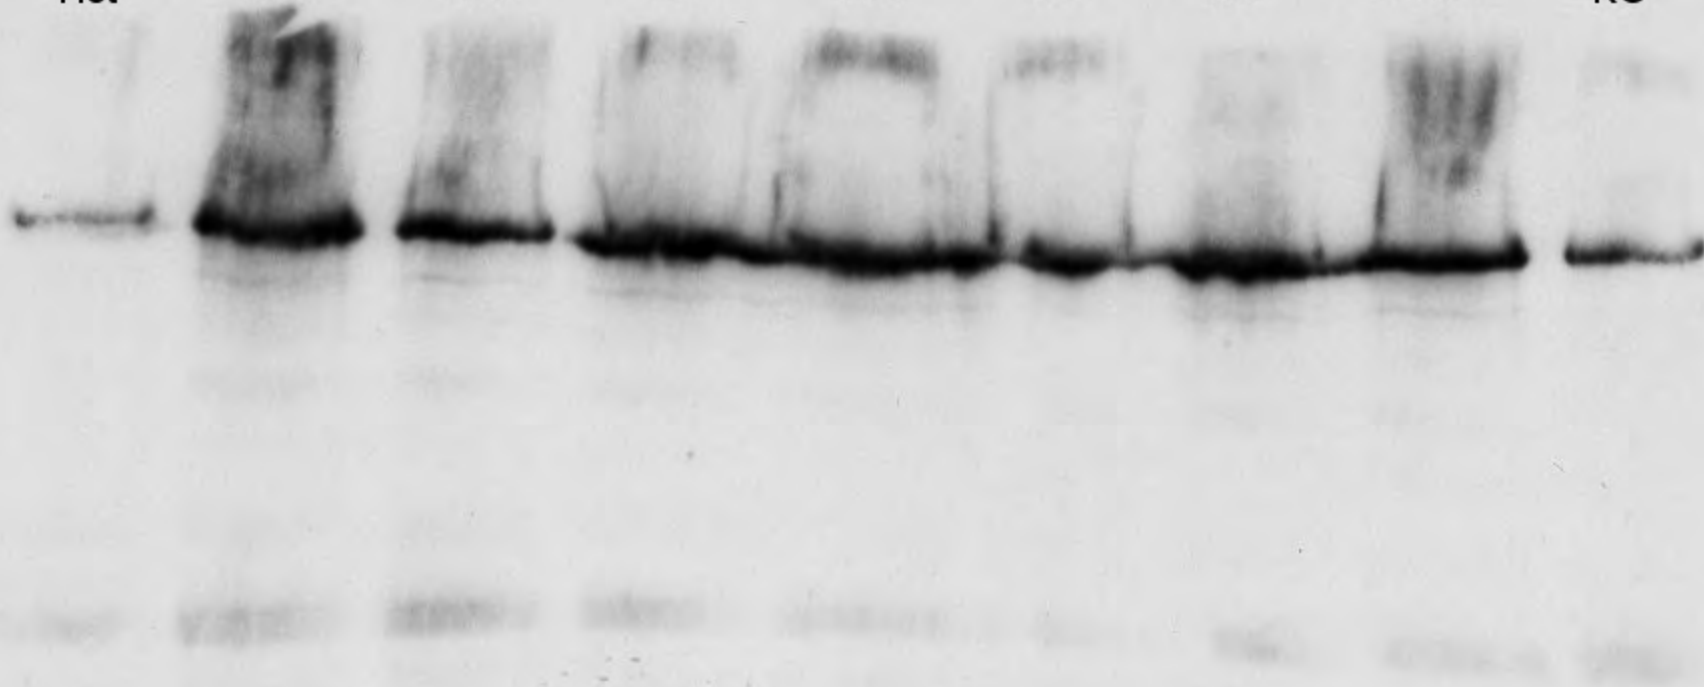

Smarca4 2

Smarca4 2

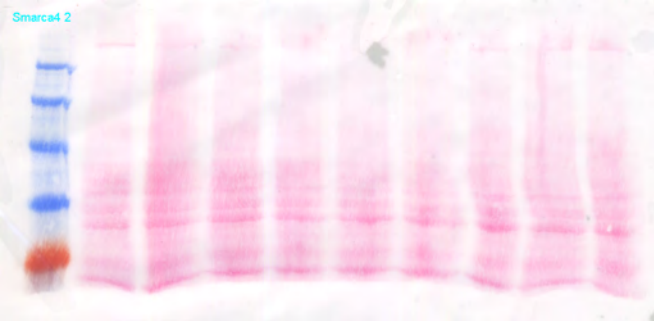

Het Het Het Het Het Het KO KO KO KO KO KO

2S

245 —  
180 —  
135 —

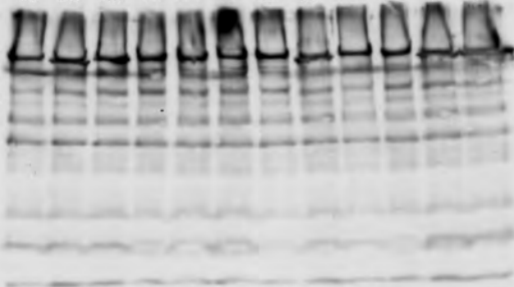

Rabbit anti-Smarca4 3 1:1000 1hr @ RT

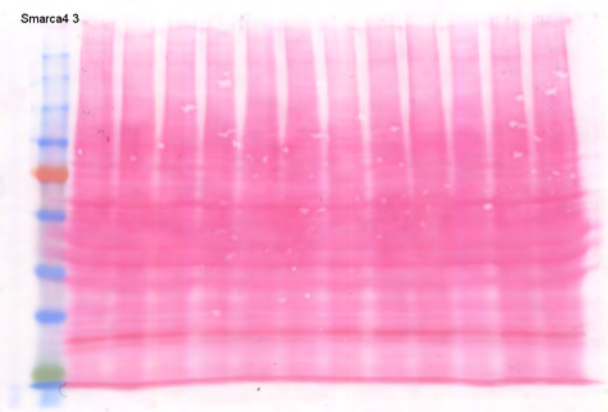

-----Figure 4-----

For Fig

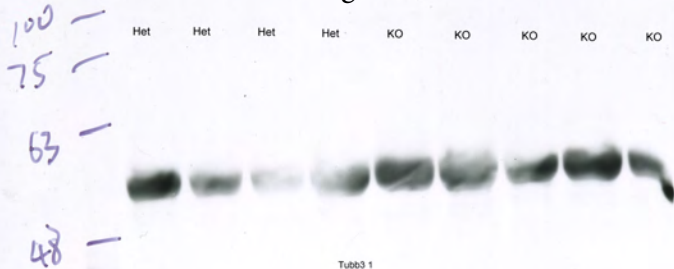

-----Figure 4-----

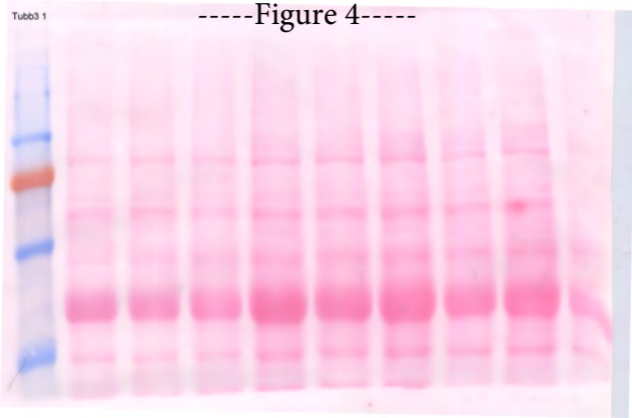

Het

Het

Het

Het

Het

KO

KO

KO

KO

Tubb3 2

Tubb3 2

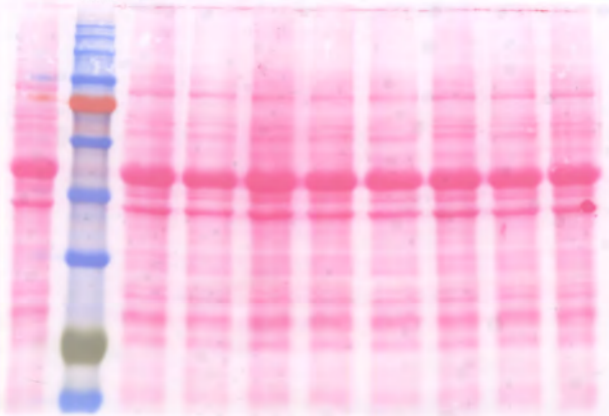

Het

75

Het

75

63

48

35

Het

Het

KO

KO

KO

KO

KO

Tubb3 3

Tubb3 3

16310

For Fig

-----Figure 1-----

5 min

H

H

H

H

K

K

K

K

K

75 -

63 -

48 -

mouse anti-Rvax 2 1:1000 1hr @ RT

Runx2 1 -----Figure 1-----

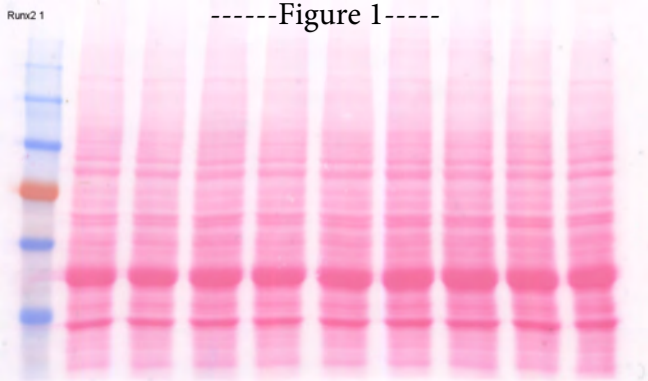

3325

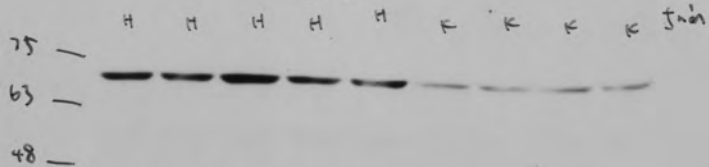

Rabbit anti-Runx2 1:1000 1hr @ RT

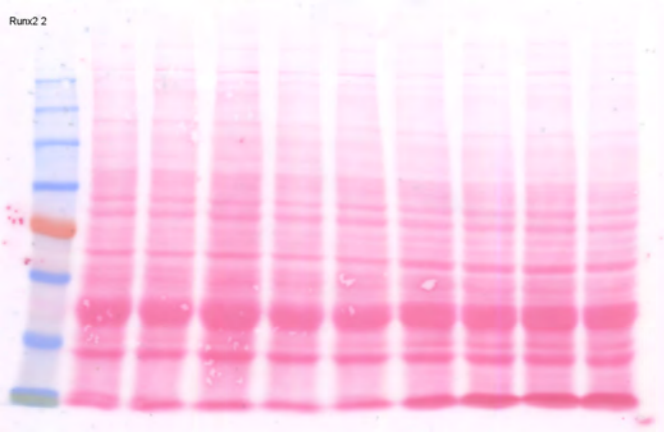

B324

H

H

H

H

K

K

K

K

K

3.5 n.h

75 —

63 —

48 —

Mouse anti-Runx 2<sup>3</sup> 1:100 1hr @ 4°C

Runx2 3

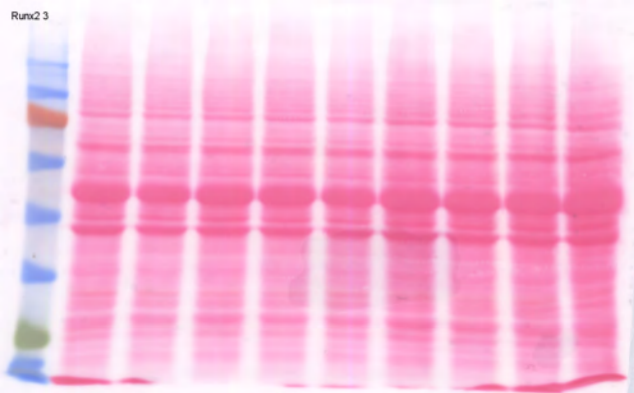

-----Figure 1-----

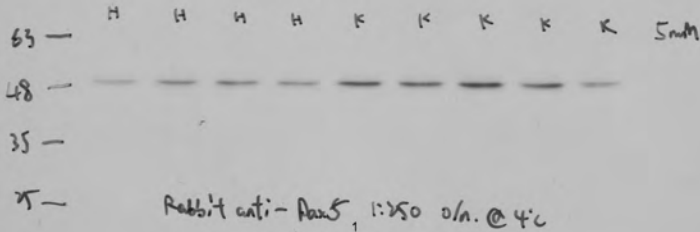

-----Figure 1-----

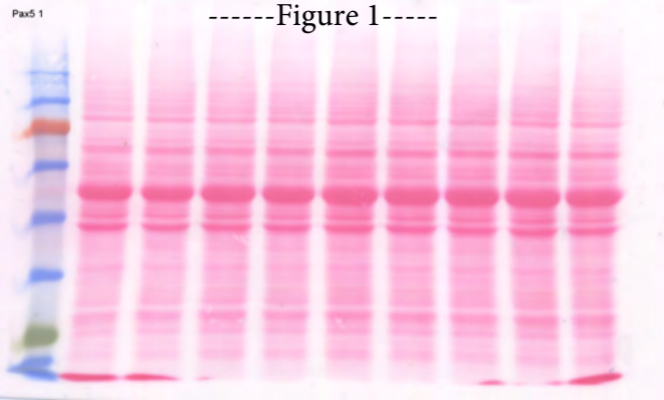

B325

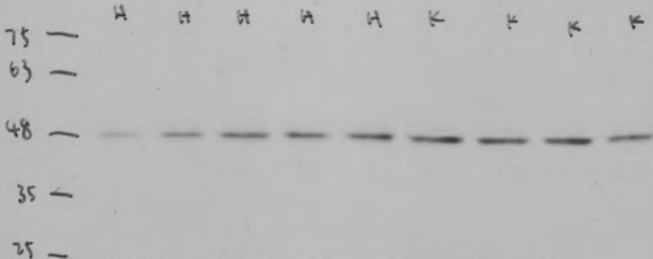

Rabbit anti - Pax5 2 1:250 % RT

Pax5 2

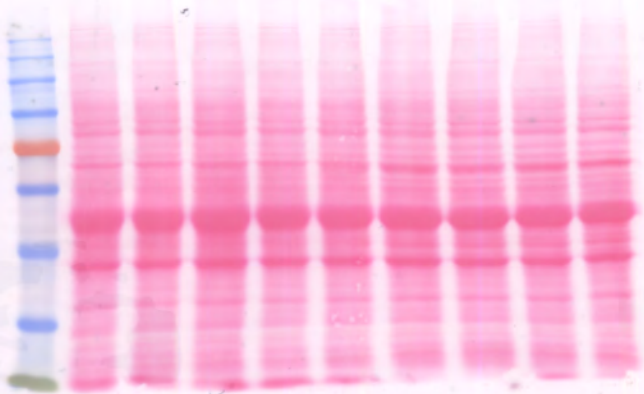

B324

63 - H H H H K K K K K K 5m, h

48 - — — — — — — — — — —

35 -

25 -

Rabbit anti - Pax 5<sub>3</sub> 1:250 o/n. @ 4°C

Pax5 3

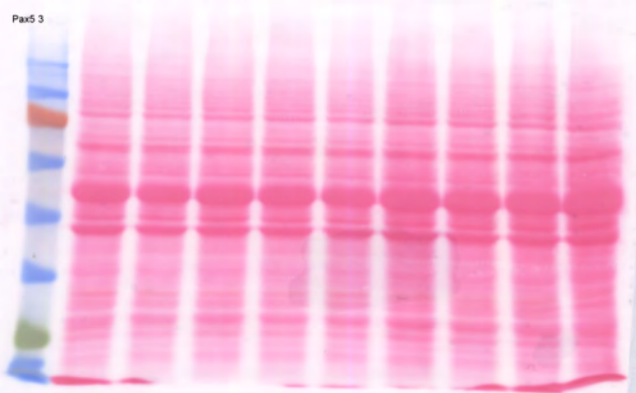

**Supplement:** S1 Supplemental Data

How the deposited data were processed for this re-analysis (not part of the article)

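RNA-SEQ was used to compare the brains of 7 WT and 7 Capn15 KO mice at P2. The authors trimmed the reads, aligned them to GRCm38 and counted them per gene, and they deposited these counts without normalization, 1 column per brain, for 17927 genes that they had filtered by a rule the paper's text does not name. A second deposited table pairs the gene identifiers with symbols and biotypes. No column of values was left unused. Genotype and replicate number were taken from the labels, and litter and sex from the column names of the deposited counts. The replicate numbers of the column names pair each Capn15 KO brain with a WT brain of its litter. Replicates 2 and 3 are both of litter B, so their pairing rests on the numbers alone. The 7 pairs thus come from 6 litters, while counts of pairs and sign-flip tests take them as independent. Of the deposited genes, 17909 were found by identifier in GENCODE M21, which gave positions and exons on GRCm38.

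The total count per library lay between 37620954 and 70910163. The 2 most similar libraries differed by a chi-square of 5.58 per gene, so that no library was treated as a copy of another. Wilson intervals at 95% and the floor of 3 counts cover counting error only, since reads amplified by PCR are not independent molecules.

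Counts were analysed in R 4.3.3 with edgeR 4.0.16, limma 3.58.1, DESeq2 1.42.0 and sva 3.50.0, and in Python 3.11.15 with numpy 2.4.6, scipy 1.17.1 and pandas 2.3.3. Figures were drawn with matplotlib 3.10.9. The test fixed before the data were examined was edgeR's quasi-likelihood test with its default settings, TMM factors, all genes with at least 1 count, and a Benjamini-Hochberg adjusted p under 0.05. The same design added litter and sex if the deposited files named them, which they did. CPM values are scaled with TMM factors unless a caption says otherwise, and log2 CPM values use a prior count of 2. Single genes and gene sets were compared with exact permutation tests over the 3432 regroupings of 7 against 7 libraries, whose smallest p is 0.000583, and paired differences with exact sign-flip tests over 7 pairs, whose smallest p is 0.0156. All these tests are two-sided. Fisher's exact tests of gene lists are one-sided. Correlations across libraries used 100000 permutations.

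Counts were simulated for the same genes and library sizes, with 200 of 17927 genes changed. Each of these changed by an absolute log2 fold change of 0.5, 1 or 2. The quasi-likelihood test recovered 184 of the 200 with 9 false calls, and the likelihood ratio test 190 with 34. DESeq2 recovered 181 with 18, and limma-voom 186 with 9. At 0.5 the quasi-likelihood test recovered 56 of 67. Smaller changes, such as the -0.38 of Ptgds, were not simulated, so how many of them a test finds is not known. In 9 simulated sets of 17927 genes with no changed gene, the quasi-likelihood test called 0.222 genes on average and the likelihood ratio test 4.

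The gene test was run under 28 alternatives set before the data were examined: other tests, normalizations, filters and covariates, a replicate block, and each of the 14 libraries left out in turn. After the data had been seen, 19 further settings were run, among them fits without litter F and fits over the 13 libraries that the S2 supplemental data list. In the first look at the data 19 fits were compared with Table 1. A first version of the calculation used a setting of the quasi-likelihood fit that is not the default of this edgeR version. It was replaced by the default, and the other setting is kept as 1 of the 19, where it also called 1 gene.

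The genes named in the text are, by a rule set before the data were examined, Capn15, the genes of Table 1, the genes whose proteins the paper immunoblotted (without histones H2A and H4, which were not analysed here), up to 10 genes called here outside Table 1, and genes that describe the sexes of the brains. The values of 1 gene of Table 1, which stays in every fit and count of genes, are not reported here. Genes named outside this rule are those of a list or a call and were chosen after their values were seen. The immunoblots and the TAILS data were not analysed here, and neither were the term lists of the gene ontology analysis.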

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

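The tests of Capn15 in litter F, of the interferon score with each litter left out, of the Hox genes without Capn15 KO replicate 4 and of the choroid plexus markers were chosen only after the result was seen.

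In 94 groups of 7 libraries, the highest or lowest library was compared with the rest by its gap to the nearest library divided by the range of the group. In 12 groups a library stood apart by Dixon's criterion, where 4.7 are given by chance. WT replicate 7 stood apart in 5 of them, WT replicate 5 and Capn15 KO replicate 4 in 2 each, and 3 other libraries in 1 each.

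Capn15 was lowest in the library labelled WT replicate 7 among the WT libraries, at a log2 CPM of 4.23 with the nearest at 4.64 (gap over range 0.761), and highest in the library labelled Capn15 KO replicate 7 among the Capn15 KO libraries, at 4.34 with the nearest at 3.87 (gap over range 0.647). Both libraries are of litter F. An exchange of the WT and Capn15 KO labels within the litter does not alone account for the levels. By the 95% Wilson intervals, WT replicate 7 (17.6 to 19.8 CPM) lay above the other Capn15 KO libraries (at most 15.5). Capn15 KO replicate 7 (18.9 to 21.8) lay below the other WT libraries (at least 23.5). These intervals cover counting error only. Between brains, WT replicates 1 to 6 spanned 25.0 to 27.3 CPM and Capn15 KO replicates 1 to 6 spanned 12.2 to 14.5 CPM. The litter F libraries, at 18.7 and 20.2 CPM, lay outside both ranges, so exchanged labels alone would give neither level. As a further test of a mislabelled sample, genes that separated the genotypes in the other litters, 50 for each litter left out, gave litter F a score of 0.116 in the labelled direction, within the -0.040 to 0.193 of the other 5 litters. This test is weak, since litter B had the lowest score although Capn15 differed there by -1.07 on the log2 scale. Low depth is another. The 95% Wilson interval of the Capn15 level in the library labelled Capn15 KO replicate 7 began at 18.9 CPM, above the other Capn15 KO libraries, so that counting error alone does not reach them. A mixture of the brains or RNA of the litter was not tested, and the pattern cannot be told apart from it. Heterozygous brains, which the paper uses in its other experiments, are a further candidate, since both libraries lay between the other WT and the other Capn15 KO libraries. Counts per gene do not show the allele, so this was not tested, and the pattern cannot be told apart from it. No biological explanation was tested.

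The Hox set score was lowest in WT replicate 7 among the WT libraries, at -0.17 with the nearest at 0.79 (gap over range 0.700), and lowest in Capn15 KO replicate 4 among the Capn15 KO libraries, at -1.56 with the nearest at 0.24 (gap over range 0.613). Hoxa6 was lowest in WT replicate 7 (gap over range 0.632), and so was Prrxl1 (0.728). Hox genes are used at the caudal end of the neural tube, so brains dissected at different levels may differ in them. Markers of glycinergic neurons of brainstem and spinal cord, which are not Hox genes, had a Pearson correlation with the Hox set score of 0.412 across the 14 libraries after the mean of each genotype was subtracted (permutation test, p = 0.143; Spearman's rho 0.156, p = 0.595). Without the 2 libraries farthest from the median it was 0.019, but these are WT replicate 7 and Capn15 KO replicate 4, the libraries to be explained, so that value does not count against an unequal level of dissection. Slc6a5, the transporter of glycinergic neurons, was lowest in the same 2 libraries. The correlation over 14 libraries neither shows nor excludes unequal dissection, and the pattern cannot be told apart from it. Of the 3 Hox genes of Table 1, the likelihood ratio test called 3 over the 13 libraries and 0 once Capn15 KO replicate 4 was left out too. In that last fit 20 genes were called and 924 had an unadjusted p under 0.05. Of the 20 genes 9 were in Table 1, so calls of Table 1 genes outside the Hox set were lost as well. Leaving Capn15 KO replicate 4 out also takes the contrast of litter C, so the calls of the Hox genes rest on that library or litter. The Hox calls also rest on leaving out Capn15 KO replicate 7. Over the 14 libraries the likelihood ratio test gave FDRs of 0.443 for Hoxa6, 0.191 for Hoxb3 and 0.067 for Hoxc4. Between genotypes the Hox set score differed by -0.24 (exact permutation test, p = 0.647) and was lower in 2 of 7 pairs.

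St8sia2 was lowest in WT replicate 7 (gap over range 0.606), Lepr in WT replicate 5 (0.643) and Slc6a12 in WT replicate 2 (0.611). Pax2 was lowest in Capn15 KO replicate 4 (0.621), at under 2 CPM. For these single genes no explanation was tested, and with 94 groups some such gaps are given by chance.

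The interferon set score was lowest in WT replicate 5 among the WT libraries (gap over range 0.654). Without the genes of Table 1 the score was still higher in Capn15 KO, by 0.17 (exact permutation test, p = 0.0221), which is a signal in genes the paper does not discuss. Over the whole list the difference was 0.17 (p = 0.0233, or 0.0583 after adjustment over 5 gene sets, so it fails that correction), higher in 5 of 7 pairs, and as a mean of z-scores per gene it had p = 0.014 (exact permutation tests). Without Capn15 KO replicate 7 the difference was 0.21 (exact permutation test, p = 0.00699, or 0.0175 after adjustment over 5 gene sets, so it passes there). Over all 14 libraries the exact sign-flip test on the pairs gave p = 0.0938. Pairs in the other direction came from 2 litters, which does not tell whether 1 litter is the source. With the brains of each litter left out in turn, the difference lay from 0.122 (litter D left out, exact permutation test, p = 0.0866) to 0.210 (litter F left out, exact permutation test, p = 0.013), and p was 0.05 or more without litter A, D or E. A large part from single litters therefore cannot be told apart from a difference in all of them. Infection or stress of single animals was not tested, and the pattern cannot be told apart from it. Over the Reactome list of interferon signaling, set in advance, the difference was smaller, at 0.062 (exact permutation test, p = 0.0297).

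The choroid plexus set score was lowest in Capn15 KO replicate 5 among the Capn15 KO libraries, at 2.62 with the nearest at 2.79 (gap over range 0.618). The difference between genotypes in this score is taken up among the other observations.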

How the results depend on the processing

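The settings over the 13 libraries of the S2 supplemental data or over 12 libraries, those without litter F, the fits with no covariates, sex only or litter only, the replicate block without sex, the adjusted deviances and the paired tests of the set scores were chosen only after the data had been seen.

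Over the 14 libraries 1 gene was called, lower in Capn15 KO. limma-voom, RLE factors, upper-quartile factors, both filters on low counts, Xist as a covariate, 2 surrogate variables, and Xist with 2 surrogate variables each called 1 gene, also lower. The gene was Ptgds in the first 5 of these, as in the test fixed in advance, and Capn15 in the last 3, where Ptgds was not called. The fits with Xist or surrogate variables held these in place of litter and sex. The change of gene therefore cannot be put down to the added covariates alone. The upper-quartile factors moved the median of all log2 fold changes to -0.0047, and RLE factors to 0.00032. The robust quasi-likelihood fit called 0 genes (907 at an unadjusted p under 0.05), and so did the Hox set score as a covariate (1279 at an unadjusted p under 0.05). With 5 surrogate variables 2 genes were called, Capn15 and Ttr, both lower and in Table 1. With these settings 0 genes of Table 1 were called by the robust fit and the Hox covariate. DESeq2 called 17 genes, 10 lower and 7 higher, 11 of them in Table 1, and 0 with a fold change above 2. By the likelihood ratio test 34 genes were called, 26 lower and 8 higher, 22 of them in Table 1 and 2 with a fold change above 2. The cause of these differences was not tested beyond the simulation: on simulated counts without any changed gene the likelihood ratio test called 4 genes on average and at most 8, which is fewer than 34, and with 200 genes changed it made 34 false calls.

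With the replicate number as a block, 0 genes were called, 0 lower and 0 of Table 1 (811 at an unadjusted p under 0.05). The replicate block without sex also called 0 genes, 0 lower and 0 of Table 1 (614 at an unadjusted p under 0.05). Same-numbered libraries had a mean correlation of 0.120. As a replicate block, the paired test of the interferon set score gave a difference of 0.17 with p = 0.0938, against p = 0.0233 without the block, and the leptomeninges set score gave -0.11 with p = 0.0469, against p = 0.0769 without it (exact tests, n = 7). The matrix, Hox and choroid plexus scores kept their side of 0.05.

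Across the 14 fits that each left out one library, from 0 to 7 genes were called, from 0 to 5 lower and from 0 to 2 higher, and from 0 to 7 genes of Table 1. The 7 were called without Capn15 KO replicate 7 (671 at an unadjusted p under 0.05), and 6 were called without WT replicate 7. Of the other 12 fits, the one without Capn15 KO replicate 3 called 2, the one without WT replicate 2 called 1 and the rest called 0, with from 706 to 1447 genes at an unadjusted p under 0.05. The log2 fold change of Capn15 lay from -0.98 to -0.67. In a litter of 1 pair, leaving out either brain takes the litter's contrast, so the 14 fits are not 14 separate checks. Without WT replicate 4 and without Capn15 KO replicate 4, for example, Capn15 was at -0.67 each time. Matrix genes among the lower genes were from 0 to 1. The log2 fold change of Pax2 lay from -0.071 to 0.14, that of Pax5 from -0.12 to 0.015 and that of Tubb3 from -0.016 to 0.041, and each of these changed its sign. The number of calls thus depended on the pair of litter F, and the cause was not tested here beyond the tests of Capn15 in that litter.

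Among the settings chosen after the data had been seen, these moved the number of genes called. Litter as the only covariate called 2, 2 lower and 0 higher, 2 in Table 1. The quasi-likelihood test without litter F called 7, 5 lower and 2 higher, 7 in Table 1. The likelihood ratio test without litter F called 37, 29 lower and 8 higher, 37 in Table 1, 3 with a fold change above 2. The same without covariates called 8, 5 lower and 3 higher, 7 in Table 1. Over the 13 libraries, the likelihood ratio test called 38, 30 lower and 8 higher, 38 in Table 1, 3 with a fold change above 2. DESeq2 over the 13 called 13, 11 lower and 2 higher, 13 in Table 1. Limma-voom over the 13 called 6, 5 lower and 1 higher, 6 in Table 1. With sex only, the quasi-likelihood test over the 13 called 2, 2 lower and 0 higher, 2 in Table 1. With litter only, it called 5, 4 lower and 1 higher, 5 in Table 1. Without covariates, the likelihood ratio test over the 13 called 9, 5 lower and 4 higher, 7 in Table 1. With sex only, that test called 7, 4 lower and 3 higher, 7 in Table 1, 1 with a fold change above 2. With litter only, that test called 12, 9 lower and 3 higher, 12 in Table 1. Without both Capn15 KO replicates 4 and 7, the likelihood ratio test over 12 libraries called 20, 7 lower and 13 higher, 9 in Table 1, 4 with a fold change above 2. The quasi-likelihood test called 1 gene with no covariates, with sex only, with adjusted deviances, without litter F and covariates, and over the 13 libraries without covariates. The cause of these differences was not tested.

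The log2 fold change of Capn15 passed an FDR of 0.05 under other settings though not in the test fixed in advance, with FDRs over all alternatives that kept the direction from 1.05e-52 to 0.447 (edgeR, DESeq2 or limma). Of the alternatives set in advance it did so at -0.81 by DESeq2, -0.81 by the likelihood ratio test, -0.80 with Xist as a covariate, -0.80 with 2 surrogate variables, -0.83 with 5 surrogate variables and -0.84 with Xist and 2 surrogate variables, and also at -0.98 without WT replicate 7 and -0.98 without Capn15 KO replicate 7, but not with any of the other 12 libraries left out. Of those added later it did so at -0.81 without covariates, -0.80 with sex only, -0.82 with litter only, -0.98 without litter F, -0.98 without litter F by the likelihood ratio test, -0.97 without litter F without covariates, -0.97 without litter F without covariates by the likelihood ratio test, -0.98 over the 13 libraries by the likelihood ratio test, -0.98 over the 13 libraries by DESeq2, -0.97 over the 13 libraries by limma-voom, -0.91 over the 13 libraries without covariates, -0.93 over the 13 libraries with sex only, -0.97 over the 13 libraries with litter only, -0.91 over the 13 libraries without covariates by the likelihood ratio test, -0.93 over the 13 libraries with sex only by the likelihood ratio test, -0.97 over the 13 libraries with litter only by the likelihood ratio test and -0.91 over 12 libraries by the likelihood ratio test. The fits with Xist or surrogate variables held these in place of litter and sex. Capn15 was lower in Capn15 KO under each setting run. Since Capn15 is the targeted gene, the litter F pair weighs on this result.

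The log2 fold change of Enpp2 passed an FDR of 0.05 at -0.20 by DESeq2, -0.20 by the likelihood ratio test, -0.18 without litter F by the likelihood ratio test, -0.18 over the 13 libraries by the likelihood ratio test and -0.18 over the 13 libraries by DESeq2. The cause was not tested.

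Matrix genes among the lower genes were 0 of 1 over the 14 libraries. They were 1 of 10 by DESeq2, 5 of 26 by the likelihood ratio test, 1 of 5 without litter F, 5 of 29 without litter F by the likelihood ratio test, 1 of 5 without litter F without covariates by the likelihood ratio test, 5 of 30 over the 13 libraries by the likelihood ratio test, 2 of 11 over the 13 libraries by DESeq2, 1 of 5 over the 13 libraries by limma-voom, 1 of 4 over the 13 libraries with litter only, 1 of 5 over the 13 libraries without covariates by the likelihood ratio test, 1 of 4 over the 13 libraries with sex only by the likelihood ratio test, 2 of 9 over the 13 libraries with litter only by the likelihood ratio test, 1 of 7 over 12 libraries by the likelihood ratio test, 3 of 30 over the 13 libraries by the likelihood ratio test in the Reactome list. One-sided Fisher's exact tests gave from p = 1.21e-05 to p = 0.113 over these. The Reactome list and the smaller background set in advance gave 0 of 1 over the 14 libraries.

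The log2 fold change of Prrxl1, -0.31 over the 14 libraries, was 0.031 with the Hox set score as a covariate, 0.0041 without covariates, 0.041 over the 13 libraries without covariates and 0.039 over the 13 libraries without covariates by the likelihood ratio test. None of these values passed an FDR of 0.05, and the cause was not tested. For Pax2, at 0.030 over the 14 libraries, it was -0.068 without litter F, -0.063 without litter F by the likelihood ratio test, -0.063 over the 13 libraries by the likelihood ratio test, -0.076 over the 13 libraries by DESeq2, -0.063 over the 13 libraries by limma-voom, -0.0098 over the 13 libraries with sex only and -0.0055 over the 13 libraries with sex only by the likelihood ratio test. None of these values passed an FDR of 0.05, and the cause was not tested. For Pax5, at -0.044 over the 14 libraries, it was 0.0033 without covariates, 0.014 without litter F, 0.017 without litter F by the likelihood ratio test, 0.050 without litter F without covariates, 0.052 without litter F without covariates by the likelihood ratio test, 0.017 over the 13 libraries by the likelihood ratio test, 0.017 over the 13 libraries by DESeq2, 0.0020 over the 13 libraries by limma-voom, 0.070 over the 13 libraries without covariates, 0.024 over the 13 libraries with sex only, 0.047 over the 13 libraries with litter only, 0.072 over the 13 libraries without covariates by the likelihood ratio test, 0.025 over the 13 libraries with sex only by the likelihood ratio test and 0.049 over the 13 libraries with litter only by the likelihood ratio test. None of these values passed an FDR of 0.05, and the cause was not tested.

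Over the 36 genes of Table 1 other than Capn15 and Enpp2, RLE factors, upper-quartile factors, limma-voom and filterByExpr changed the call or direction of 0. The filter at a CPM above 1 left 30 of the 36 to test. Over the 14 libraries the likelihood ratio test brought 19 further genes past the threshold, and DESeq2 brought 8. The depth limits genes under 1 CPM, such as Hoxa6 and Isg15, most.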

Differences from the paper's values

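The comparison of Table 1's scale with the fits was chosen only after the values had been seen.

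The paper reports 38 mRNAs with an FDR under 0.05, and the quasi-likelihood test over all 14 libraries called 1. The paper reports 30 lower, and 1 was called here. Of the alternatives set before the data were examined, the likelihood ratio test called 34 genes, 26 of them lower, which is within 1.5 times the paper's numbers, and DESeq2 called 17 genes, 10 of them lower, which is not. The other alternatives set in advance called from 0 to 7. Fig 1A, read by eye, circles about 14 genes with a fold change above 2, and 0 were called here with a fold change above 2 (922 genes had an unadjusted p under 0.05 at any fold change). By the likelihood ratio test 2 such genes were called, and none of the alternatives set before the data were examined closed that gap. As Table 1 prints its values, 14 have an absolute value above 1, against 3 of the log2 fold changes of the same genes by the likelihood ratio test over the 13 libraries, chosen after seeing the values.

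Settings chosen after seeing the values came closer. In all, 48 settings were fitted, 19 of them in a first look in which they were compared with Table 1. The likelihood ratio test with litter and sex over the 13 libraries of the S2 supplemental data, which was picked out in that comparison after seeing the values, called 38 genes, 30 lower and 8 higher, and these were the 38 genes of Table 1. Without litter F, the same test, also chosen after seeing the values, called 37 genes, 29 of them lower, and 37 were in Table 1. Over the 13 libraries DESeq2 called 13 genes and limma-voom 6, and each of these was in Table 1. The paper's methods name edgeR but not the test, and the legend of Fig 1 gives 7 mice of each genotype.

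Of the 37 log2 fold changes of Table 1 that are compared here, 30 differed from those here by more than the standard deviation between replicates. The paper's value comes first and the value over the 14 libraries second. Among the lower genes, they were -1.95 and -0.81 for Capn15, -0.84 and -0.38 for Ptgds, -1.35 and -0.55 for Fmod, -1.41 and -0.59 for Serpind1, -0.53 and -0.32 for Ttr, -0.85 and -0.39 for Ogn, -0.83 and -0.36 for Sphk1, -0.61 and -0.19 for Slc6a5, -0.96 and -0.35 for Serpinb1b, -0.70 and -0.29 for Slc13a3, -0.54 and -0.23 for Sned1, -2.56 and -0.91 for Hoxa6, -0.36 and -0.20 for Enpp2, -0.66 and -0.32 for Angpt2, -0.56 and -0.28 for Lepr, -0.45 and -0.20 for Gpc3, -1.92 and -0.75 for H2-Q1, -0.45 and -0.20 for Syt2, -1.74 and -0.67 for Slco1a5, -0.83 and -0.40 for Aebp1, -0.36 and -0.19 for Colec12, -1.56 and -0.79 for Tspan8, -0.94 and -0.43 for Slc6a12. Among the higher genes, they were 1.17 and 0.43 for Itih2, 1.02 and 0.44 for Irgm1, 1.25 and 0.53 for Gbp3, 0.29 and 0.17 for Sobp, 0.66 and 0.28 for Slfn5, 0.66 and 0.29 for Rnf213, 2.02 and 0.86 for Isg15. Of the alternatives set before the data were examined, none closed the gap for more than 3 of these genes. Colec12 fell within the error with Xist, 2 or 5 surrogate variables, or Xist with 2 of them, each in place of litter and sex. With the Hox set score added to litter and sex, Colec12 and Ttr did so. With single libraries left out, Colec12, Ttr, Enpp2, Serpinb1b, Syt2 and Hoxa6 did so in some fits. DESeq2, the likelihood ratio test, limma-voom, the robust fit, RLE and upper-quartile factors, filterByExpr, the filter at a CPM above 1 and the replicate block closed the gap for 0 of them.

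Over the 13 libraries with the likelihood ratio test, chosen after seeing the values, the paper's value divided by the log2 fold change here had a median of 2.00 over the 38 genes, with a range from 1.9996 to 2.0009, while the paper's p-value divided by the p-value here had a median of 0.998, with a range from 0.864 to 1.10.

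The paper states that genes of the collagen-containing extracellular matrix are preferred among the lower mRNAs. Over the 14 libraries 1 lower gene was called, not in the matrix list (0 of 1, where 0.0119 were expected), and a single gene cannot show or refute such a preference. With the likelihood ratio test, set before the data were examined, 5 of 26 lower genes were in it, and over the 13 libraries with that test, chosen after seeing the values, 5 of 30.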

Other observations

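The splits of the samples were planned before their results were seen, and so were the tests of meninges, of gene length, of GC content and of the neighbours of Capn15. The tests of the choroid plexus markers and of the scale of Table 1 were chosen only after the result was seen.

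Within each pair the genotype labels were exchanged in all ways that count once. Over the 14 libraries, 5 of the 64 splits, the real one included, gave at least 1 gene with an FDR under 0.05 by the quasi-likelihood test, with a highest count of 8. With the likelihood ratio test 17 of the 64 splits gave at least as many as the real 34, with a highest count of 293. Over the 13 libraries of the S2 supplemental data, 31 of 32 splits could be fitted, since in the remaining one genotype equals sex. There 3 of the 31 gave at least as many as the real 7 by the quasi-likelihood test, and 7 of the 31 gave at least as many as the real 38 by the likelihood ratio test, with a highest count of 298. Each of these shares is above 0.05. The other splits differ from the real one in that they mix the genotypes, and since brains of most pairs are of opposite sex they also change how sex and label overlap. The number of genes called, under each of these tests, may thus be one that regrouped labels also give. The simulation, run at the sizes of the 14 libraries only, bears on the likelihood ratio test: with no changed gene it called 4 genes on average, fewer than the 34 over those libraries, and with 200 genes changed it made 34 false calls beside 190 true ones. The test thus calls some unchanged genes in libraries of this spread, and the 38 over the 13 libraries have no such comparison here.

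Choroid plexus markers, a list of 31 genes fixed before the data were examined, were lower in Capn15 KO by -0.18 log2 CPM (exact permutation test, p = 0.00117, or 0.00583 after adjustment over 5 gene sets), in 7 of 7 pairs (exact sign-flip test, p = 0.0156, the smallest that 7 pairs allow). The paper does not report this difference. The sign-flip test takes the pairs of replicates 2 and 3, both of litter B, as independent. Markers outside Table 1 differed by -0.153 (exact permutation test, p = 0.00291), so the few genes of Table 1, such as Ttr, do not carry the difference alone. Female and male brains did not differ in the score within genotypes (exact permutation test, p = 0.574). Choroid plexus and meninges left on the brain in unequal amount is a candidate explanation: the leptomeninges score had a Pearson correlation with the choroid plexus score of 0.719 across the 14 libraries after the mean of each genotype was subtracted (permutation test, p = 0.00384, or 0.0115 after adjustment over 3 relations; Spearman's rho 0.679, p = 0.00991), and of 0.658 (p = 0.0148) without the 2 libraries farthest from the median. The lower score cannot be told apart from how much of these tissues each dissection kept. A hypothesis for follow-up is that the choroid plexus is smaller or less active in Capn15 KO brains, for which no test was possible in these data.

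Matrix genes are also made by the meninges. The leptomeninges score, from 26 markers that are not matrix genes, had a Pearson correlation of 0.573 with 195 matrix genes that are not meninges markers (permutation test, p = 0.0329, or 0.0493 after adjustment over 3 relations; Spearman's rho 0.481, p = 0.0841). Without the 2 libraries farthest from the median it was 0.233 (permutation test, p = 0.476), so the relation rests on those libraries. Meninges left on the brain in unequal amount may therefore contribute to the matrix genes among the lower genes. The leptomeninges score itself was lower in Capn15 KO by -0.11 (exact permutation test, p = 0.0769), in 6 of 7 pairs (exact sign-flip test, p = 0.0469). Without the genes of Table 1 the difference was -0.080 (exact permutation test, p = 0.168).

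Of the 37 genes of Table 1 other than Capn15, 1 lay within 20 Mb of Capn15 (H2-Q1), as did 519 of 17908 tested genes (one-sided Fisher's exact test, p = 0.664), so a strain variant carried with the targeted allele is not seen as a cluster there. The slope of log2 CPM on transcript length did not differ between genotypes (exact permutation test, p = 0.812), nor did the slope on GC content (p = 0.629). Across 15237 genes, which are not independent, the log2 fold change had a Spearman correlation of 0.114 with transcript length and of 0.0374 with GC content, so a weak relation with length is present in the fold changes although the slopes did not differ between genotypes.

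Table 1 gives values that are 2.00 times the log2 fold changes of the fit that calls the same genes, with little variation between genes, which suggests a scale with 2 times the log2 change. As printed, 14 of the values have an absolute value above 1, and 3 once halved, so the number of genes with a fold change above 2 depends on that scale. The fit was picked by its closeness to Table 1, so the number of shared genes is no evidence for it. The single values say more. Over the 38 genes the paper's p-values were 0.864 to 1.10 times those of this fit. The ratio of fold changes lay from 1.9996 to 2.0009, against 1.65 to 3.28 with the same test over the 14 libraries. These values argue that Table 1 came from this test without the contrast of litter F. Over the 12 libraries without litter F the ratio lay from 1.9996 to 2.0013, so it does not tell these from the 13.

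Genes behind most of the proteins that the paper immunoblotted were measured in these libraries as mRNA, and the genes of histones H2A and H4 were not analysed here. Pax2 was at 0.779 ± 0.186 CPM in WT and 0.87 ± 0.197 CPM in Capn15 KO brains (SD, n = 7 each; exact permutation test, p = 0.443). Pax5 was at 5.91 ± 1.29 and 5.92 ± 1.69 CPM (SD, n = 7 each; exact permutation test, p = 0.95). Tubb3 was at 2533 and 2562 CPM (n = 7 each; exact permutation test, p = 0.492), and Dcx at 724 and 751 CPM (exact permutation test, p = 0.582). With litter and sex in the model the log2 fold change of Dcx was 0.081 (quasi-likelihood test, unadjusted p = 0.0186; likelihood ratio test, unadjusted p = 0.0293), higher in Capn15 KO in each of the 14 fits that left out one library, from 0.058 to 0.12. Those 14 fits are not separate checks, since leaving out either brain of a 1-pair litter takes the same contrast. With the replicate block the unadjusted p of Dcx was 0.0268 (quasi-likelihood test). Over the 13 libraries of the S2 supplemental data it was 0.0741 (quasi-likelihood test) and 0.12 (likelihood ratio test). The unadjusted p of Pax2, Pax5 and Tubb3 in the quasi-likelihood test was 0.854, 0.638 and 0.656. Runx2 was at 0.746 and 0.919 CPM (n = 7 each, exact permutation test, p = 0.0822), higher in 5 of 7 pairs. Its level lay under 1 CPM, where counting error is large. With litter and sex in the model its log2 fold change was 0.39 (quasi-likelihood test, unadjusted p = 0.0346). Over the 13 libraries its unadjusted p was 0.121 (quasi-likelihood test) and 0.11 (likelihood ratio test). Smarca4 was at 348 and 359 CPM (n = 7 each; exact permutation test, p = 0.202), with a log2 fold change of 0.051 (quasi-likelihood test, unadjusted p = 0.0558), higher in 6 of 7 pairs. In the same model the log2 fold changes were 0.011 for Dhx9, 0.031 for Rbfox2, -0.0080 for Ctnnb1, 0.011 for Eef2 and 0.034 for Crmp1, with an unadjusted p from 0.21 to 0.814 in the quasi-likelihood test. Enpp2 is given with the text on it above. Of the mRNAs in this paragraph, 0 had an FDR under 0.05 over the 14 libraries. A model of genotype, sex and their interaction was fitted without litter. For the interaction 0 genes had an FDR under 0.05 in the quasi-likelihood test (843 at an unadjusted p under 0.05). With 2 female WT brains and litter left out, that test may miss such a difference.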
